# Comparative Profiling of Metastatic 4T1- vs. Non-metastatic Py230-Based Mammary Tumors in an Intraductal Model for Triple-Negative Breast Cancer

**DOI:** 10.3389/fimmu.2019.02928

**Published:** 2019-12-17

**Authors:** Jonas Steenbrugge, Niels Vander Elst, Kristel Demeyere, Olivier De Wever, Niek N. Sanders, Wim Van Den Broeck, Luc Dirix, Steven Van Laere, Evelyne Meyer

**Keywords:** triple-negative breast cancer, intraductal model, 4T1 mammary tumor cells, Py230 mammary tumor cells, tumor immunology

## Abstract

The transition of ductal carcinoma *in situ* (DCIS) to invasive carcinoma (IC) in breast cancer can be faithfully reproduced by the intraductal mouse model. Envisaging to use this model for therapeutic testing, we aimed to in-depth characterize the tumor immunity associated with the differential progression of two types of intraductal tumors. More specifically, we focused on triple-negative breast cancer (TNBC) and intraductally inoculated luciferase-expressing metastatic 4T1 and locally invasive Py230 cells in lactating mammary glands of syngeneic BALB/c and C57BL/6 female mice, respectively. Although the aggressive 4T1 cells rapidly formed solid tumors, Py230 tumors eventually grew to a similar size through enhanced proliferation. Yet, ductal tumor cell breakthrough and metastasis occurred earlier in the 4T1- compared to the Py230-based intraductal model and was associated with high expression of matrix metalloproteinase (MMP)-9, vascular endothelial growth factor (VEGF), chitinase 3-like 1 (CHI3L1) and lipocalin 2 (LCN2) as well as an increased influx of immune cells (mainly macrophages, neutrophils and T-cells). Moreover, activated cytotoxic T-cells, B-cells and programmed death-1 (PD-1)-positive cells were more prominent in the 4T1-based intraductal model in line with enhanced pro-inflammatory cytokine and gene expression profiles. Py230-based tumors showed a more immunosuppressed anti-inflammatory profile with a high amount of regulatory T-cells, which may account for the decreased T-cell activation but increased proliferation compared to the 4T1-based tumors. Taken together, our results highlight the differential immunological aspects of aggressive metastatic and non-aggressive intraductal progression of 4T1- vs. Py230-based tumors, providing a base for future studies to explore therapy using these intraductal TNBC models.

## Introduction

Breast cancer is the most frequently diagnosed and deadly cancer in women (1). At the initial stage, breast tumors typically remain inside the mammary ducts (i.e., ductal carcinoma *in situ*, DCIS), but then may quickly become invasive in the surrounding fat tissue and metastasize to distant organs. Although the immune system is primed to attack tumor cells during this disease process, it mostly fails to stop the overall breast tumor progression. It stands for reason that immunotherapy, that aims at restoring the anti-tumor immune response, may be effective in quenching breast cancer (2). Mouse models that replicate human breast cancer play an essential role in the preclinical screening of such drugs. To this end, we and others have shown that inoculation of mammary tumor cells in the murine mammary ductal environment, also referred to as the mouse intraductal (MIND) model, provides a significant advantage over the classical fat pad model as it allows to monitor disease progression from early DCIS to invasive carcinoma (IC) (3–10). Recently, we at first identified the stimulatory role of macrophage polarization in ductal breakthrough and metastatic progression in triple-negative breast cancer (TNBC) using a model based on intraductal inoculation of 4T1 mammary tumor cells in syngeneic BALB/c mice, suggesting that macrophage polarization is a potential immunotherapeutic target (4). Nevertheless, a more thorough knowledge of tumor immunological processes during the *in situ*, invasive and metastatic phases of breast cancer development is warranted to further validate this innovative intraductal model as a screening tool for therapy.

In the current study, we characterized the immune landscape within the intraductal model, focusing on TNBC. More specifically, we intraductally inoculated and compared the growth and tumor immunology of the aggressive BALB/c-derived 4T1 cell line vs. the slowly growing C57BL/6-derived Py230 cell line both in a syngeneic background. We here identify that Py230 tumor cells are able to catch up with 4T1 tumors by 6 weeks (w) post-inoculation (p.i.) through an enhanced cellular proliferation, but show no systemic advancement at that time. As tumor cells invaded through the ductal barrier, the tumor microenvironment significantly changed and showed increased immune cell influx. The different tumor outgrowth was also associated with a differential tumor immunology as 4T1 primary tumors were more pro-inflammatory showing high amounts of activated cytotoxic T-cells and immune-stimulating cytokines, and Py230 primary tumors were more anti-inflammatory containing a high number of regulatory T-cells, weak cytotoxic T-cell activation, and increased immunosuppressive cytokines. Taken together, the 4T1- and Py230-based intraductal model represent a different type of TNBC outgrowth and immune microenvironment that can be explored as preclinical tool for testing therapeutic strategies.

## Materials and Methods

### Mice

Wild-type BALB/c and C57BL/6 mice were purchased from Envigo. Albino NF-κB luc/Tyr^−/−^ C57BL/6 mice, which carry a heterozygous nuclear factor-kappa B (NF-κB) luc transgene and lack the tyrosinase-expressing gene responsible for coat color, were a kind gift from Harald Carlsen (11). No genetic drift was observed during the period of the study based on a 384 single nucleotide polymorphism (SNP) panel performed by Charles River Genetic Testing Services. Animals were conventionally housed with access to food and water *ad libitum*. All animal research was conducted in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health and approved by the Committee on the Ethics of Animal Experiments of The Faculty of Veterinary Medicine at Ghent University (approval numbers: EC2015/127, EC2016/56, and EC2017/80).

### 4T1 and Py230 Cell Culture

BALB/c-derived 4T1 mammary tumor cells constitutively expressing firefly luciferase were a kind gift from Prof. Clare Isacke (Breakthrough Breast Cancer Research Centre, London, UK). These cells resemble the aggressive metastatic characteristics of human TNBC [lacking expression of estrogen receptor (ER), progesterone receptor (PR) and human epidermal growth factor receptor 2 (HER2)] (12, 13). Py230 mammary tumor cells were purchased from the American Type Culture Collection (ATCC). These cells were originally derived from spontaneous tumors in MMTV-PyMT transgenic mice with a C57BL/6 background and have been used to model TNBC (14). Cell lines were maintained at 37°C and 5% CO_2_ in Dulbecco's Modified Eagle's Medium (DMEM) supplemented with 10% heat-inactivated fetal bovine serum (FBS), 100 U/ml penicillin and 100 μg/ml streptomycin (Thermo Fisher Scientific, Waltham, MA, USA) for 4T1 cells and Ham's F-12K (Kaighn's) Medium (Thermo Fisher Scientific) supplemented with 0.1% MITO+ Serum Extender (Corning), 5% heat-inactivated FBS, 100 U/ml penicillin and 100 μg/ml streptomycin (Thermo Fisher Scientific) for Py230 cells. Cultured cells were harvested using 0.25% trypsin-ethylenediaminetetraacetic acid (EDTA) (Thermo Fisher Scientific), washed through centrifugation (805 g for 5 min) and resuspended in phosphate buffered saline (PBS) (Thermo Fisher Scientific). A Bürcker chamber was used to count the number of harvested cells.

### Intraductal Tumor Cell Inoculation

Lactating female mice were intraductally inoculated in the third mammary gland with either 5 × 10^4^ 4T1 or 1 × 10^5^ Py230 mammary tumor cells under inhalation anesthesia (mixture of 2–3% isoflurane and oxygen). To become lactating, 8-w-old female and male mice were mated and pups were weaned 10 days after delivery. 4T1 and Py230 cells suspended in a mixture of 1:10 PBS and Matrigel® were inoculated through the mammary teat canal 1 h after weaning using a 32-gauge blunt needle in a BALB/c and C57BL/6 background, respectively, to obtain immunocompetent models.

### Analysis of Primary Tumor Growth and Metastases

4T1 and Py230 primary tumor volumes were analyzed weekly as a measurement of primary tumor growth using a digital caliper. The growth of 4T1 primary tumors was also monitored by imaging 4T1-derived bioluminescence at the primary tumor site. Bioluminescence in the Py230 intraductally inoculated NF-κB luciferase reporter mice was monitored at the primary tumor site as a measurement of NF-κB activity and inflammation in primary tumors. To acquire the images, mice were intraperitoneally (i.p.) injected with 200 μl D-luciferin in PBS (at a concentration of 2 mg/100 μl, Gold Biotechnology, St. Louis, MO) and placed in an IVIS lumina II system (PerkinElmer, Zaventem, Belgium) approximately 10 min later under inhalation anesthesia. 4T1-derived bioluminescence in axillary lymph node, lung and liver metastases as well as NF-κB-derived bioluminescence in axillary lymph nodes were acquired through *ex vivo* imaging. Therefore, mice were i.p. injected with a mixture of 100 mg/kg ketamine (Ketamidor, Ecuphar nv/sa, Oostkamp, Belgium) and 10 mg/kg xylazine (Xylazini Hydrochloridum, Val d'Hony-Verdifarm, Beringen, Belgium) for sedation and sacrificed through cervical dislocation. Organs were subsequently isolated and screened for bioluminescence. Spleens were also isolated and weighed. Bioluminescence signals were quantified by dividing the total flux with the selected area using living image analysis software 3.2.

### Flow Cytometric Immunophenotyping of Primary Tumor Immune Populations

4T1 and Py230 primary tumors were isolated from intraductally inoculated mice following scarification. To obtain a single cell suspension, primary tumors were chopped into small fragments and transferred into a gentleMACS C Tube containing an enzyme mix of 2.35 ml RPMI 1640 (Thermo Fisher Scientific), 100 μl Enzyme D, 50 μl Enzyme R and 12.5 μl Enzyme A (enzymes derived from a commercially available Tumor dissociation kit from Miltenyi Biotec, Leiden, The Netherlands). The C Tubes were attached onto a gentleMACS Dissociator, subjected to the gentleMACS Program m_impTumor_02 for 37 s and incubated for 40 min at 37°C with continuous rotation at 40 rpm for optimal enzymatic digestion. The C Tubes were then subjected to the gentleMACS Program m_impTumor_03 twice for 37 s, after which the cell suspensions were allowed to settle and run on the m_impTumor_01 for 60 s to increase the cell yield. Cells were pelleted through a short spin up to 300 g and applied to a 70 μm cell strainer. Washing of the cell strainer with 10 ml of RPMI 1640, pelleting of the cells through centrifugation at 800 g for 7 min and resuspension of the cells into 1 ml of RPMI 1640 created a final cell suspension that was used for further analysis.

Cells were counted on a flow cytometer (Cytoflex, Analis, Ghent, Belgium) by bringing 100 μl of the final cell suspension in a well of a 96 well plate. Cellular viability was also evaluated in this well by adding 2 μl propidium iodide (PI, 50 μg/ml) to the 100 μl suspension. The remaining 900 μl of the final cell suspension was pelleted at 800 g for 7 min and dissolved at a concentration of 2 × 10^6^ cells/ml in FcR blocking reagent diluted 1:10 in FACS buffer (PBS with 1% bovine serum albumin (BSA), 2.5 mM EDTA, and 0.01% sodium azide). For staining of the cells, 100 μl of the mixture (corresponding with 2 × 10^5^ cells) was brought in each well of a 96 well plate, cells were pelleted at 800 g for 5 min and incubated for 30 min at 4°C in a 100 μl cocktail of antibodies supplemented in FACS buffer. Following antibodies and dilutions were used: anti-CD45-biotin (1:200, clone 30-F11, Thermo Fisher Scientific), anti-F4/80-APC (1:20, clone CI:A3-1, Bio-Rad, CA, USA), anti-Ly6G-APC (1:10, clone 1A8, Miltenyi Biotec), anti-CD3ε-FITC (1:50, clone 145-2C11, BioLegend, CA, USA), anti-CD4-PE (1:80, clone GK1.5, BioLegend), anti-CD8a-APC (1:80, clone 53-6.7, BioLegend). Staining with secondary streptavidin-PE (1:333, Thermo Fisher Scientific) or streptavidin-eFluor 450 (1:80, Thermo Fisher Scientific) was performed to detect anti-CD45-biotin. Therefore, cells were pelleted again at 800 g for 5 min, washed with FACS buffer and incubated for 30 min at 4°C in 100 μl of streptavidin antibody supplemented in FACS buffer. Isotype-matched and auto-fluorescence controls were used for identification and quantification of staining positivity. After the cellular stainings, cells were pelleted again at 800 g for 5 min, washed twice with FACS buffer and analyzed with a flow cytometer. All acquired data were processed using CytExpert v2.0.0.153 software (Beckman Coulter, Inc., California, USA). Compensation for spectral overlap between fluorochromes was performed using an automatic calibration technique of the software and subsequently evaluated individually with a matrix.

### Histology and Immunohistochemistry

Tissues were isolated, fixed for 24 h at room temperature (RT) in 3.5% buffered formaldehyde and embedded in paraffin. Tissue sections of 5 μm were deparaffinized, rehydrated and then stained with hematoxylin and eosin (H&E). Following dehydration, tissue sections were mounted with a cover glass for further analysis.

Immunohistochemical stainings relied on antigen retrieval of deparaffinized 2–3 μm thick tissue sections with citrate buffer [pH 6, 10 mM tri-sodium citrate (Santa Cruz Biotechnology, Heidelberg, Germany); for Ki67, CD31, carbonic anhydrase 9 (CAIX), CD45, CD163, CD11c Ly6G, CD3ε, CD8a, CD4, FoxP3, granzyme B, programmed death-1 (PD-1), and CD19], or Tris-EDTA buffer [pH 9, 10 mM Tris, 1 mM EDTA (Thermo Fisher Scientific); for cytokeratin 5] supplemented with 0.05% Tween-20 (Sigma-Aldrich, Bornem, Belgium) at 95°C for 30 min under pressure in a Decloaking Chamber NxGen (Biocare Medical, CA, USA). After cooling down to RT for 30 min, slides were incubated in a microscope slide box with tris-buffered saline (TBS)-wetted paper at 20 rpm on an orbital shaker for further incubation steps. 0.6% H_2_O_2_ in methanol (for CD8a) or 3% H_2_O_2_ in methanol (all other targets) was applied on the sections for 10 min as an endogenous peroxidase block, followed by serum-free protein block for 10 min. Primary antibodies were diluted in Antibody diluent (Dako) and applied for 1 h at RT. Following primary antibodies and dilutions were used: anti-cytokeratin 5 (1:100, clone EP1601Y, Abcam, Cambridge, UK) anti-Ki67 (1:50, clone SP6, Thermo Fisher Scientific), anti-CD31 (1:2000, clone EPR17259, Abcam), anti-CAIX (1:1000, clone NB100-417, Novus Biologicals, Littleton, CO, USA), anti-CD45 (1:1000, clone 30-F11, Thermo Fisher Scientific), anti-CD163 (1:500, clone EPR19518, Abcam), anti-CD11c (1:100, clone D1V9Y, Cell Signaling Technology, Leiden, The Netherlands), anti-Ly6G (1:1000, clone 1A8, BioLegend), anti-CD3ε (1:1000, clone EPR20752, Abcam), anti-CD8a (1:50, clone 4SM15, Thermo Fisher Scientific), anti-CD4 (1:1000, clone 4SM95, Thermo Fisher Scientific), anti-FoxP3 (1:100, clone FJK-16s, Thermo Fisher Scientific), anti-granzyme B (1:1000, polyclonal, Abcam), anti-PD-1 (1:1000, clone EPR20665, Abcam) and anti-CD19 (1:1000, clone 6OMP31, Thermo Fisher Scientific). Secondary antibodies were subsequently applied for 30 min at RT. Following secondary antibodies were used: Rat-on-mouse HRP-Polymer (Biocare Medical) for CD45, Ly6G, CD8a, CD4, FoxP3, and CD19, and Dako EnVision+ Rabbit (Dako) for cytokeratin 5, Ki67, CD31, CAIX, CD163, CD11c, CD3ε, granzyme B, and PD-1. To detect positive staining, sections were treated with a buffer containing 3,3′-diaminobenzidine (DAB) for 10 min at RT. Counterstaining was performed by applying hematoxylin for 5 min. Rinsing of the slides between all incubations relied on TBS applied 3 times for 2 min. For quantification of the stainings, color deconvolution and automatic counting was applied through ImageJ. Ki67 proliferation indices were determined using ImageJS (15).

### Analysis of Cytokine and Protein Levels

To extract proteins, isolated primary tumors and spleens were homogenized and lysed with lysis buffer supplemented with protease inhibitors [1% Nonidet P-40, 10 mM Tris-HCl at pH 7.4, 200 mM NaCl, 5 mM EDTA, 10% glycerol, 100 μM phenylmethylsulfonyl (PMSF), 1 mM oxidized L-glutathione (all from Sigma-Aldrich), 0.15 μM aprotinin and 2.1 μM leupeptin (Roche, Mannheim, Germany)] as previously described (4). Serum was derived from blood which was collected through cardiac puncture, allowed to clot at 37°C for 30 min and centrifuged at 17,000 g for 1 h at 4°C. The levels of 10 selected cytokines (BAFF, G-CSF, IFN-γ, IL-1β, IL-4, IL-6, IL-10, MCP-1, MIP-2, and TNF-α) were measured through Luminex Multiplex Assays (Thermo Fisher Scientific) in primary tumor lysates (50 μg of protein) and sera (1:4 diluted in assay diluent). Enzyme-linked immunosorbent assay (ELISA) was used to measure CHI3L1 and LCN2 levels (Mouse Quantikine ELISA Kit, Biotechne, Minneapolis, MN, USA) in primary tumor lysates, sera and spleen lysates, and the levels of MMP-9, VEGF (Mouse Quantikine ELISA Kit, Biotechne) and TGF-β1 (Mouse uncoated ELISA Kit, Thermo Fisher Scientific) in primary tumor lysates and sera with absorbances at 550 nm subtracted from those at 450 nm for correction. ELISA data were analyzed by means of Deltasoft JV (BioMetallics Incorporated).

### RNA-Seq Analysis

RNA was isolated from 4T1 and Py230 tumors at 3 different time points (i.e., 1, 3, and 6 w p.i.) using in house developed protocols (16). All analyses were done in triplicate. In addition, Matrigel® controls were included for each intraductal model and time point, yielding a total of 36 samples. RNA quality and quantity were analyzed using the Agilent BioAnalyzer and the NanoDrop, respectively, according the manufacturer's instructions. RNA sequencing was done in collaboration with Oxford Genomics using Illumina's TruSeq chemistry. Briefly, 100 ng of total RNA was subjected to a stranded library preparation, and libraries were sequenced (i.e., paired-end; read length of 75 bp) on a HiSeq4000 using 2 lanes aiming for 10 million reads per sample. This allows accurate assessment of the expression levels of the 50% most strongly expressed genes (coefficient of variation between 10 replicates inferior to 5%), which corresponds to genes having at least 10 associated reads in the respective libraries. Reads were mapped to the mouse reference genome (mm10) using STAR. Read counts were generated using the summariseOverlaps function from the BioConductor package GenomicAlignments. Raw counts were normalized and analyzed for differential expression using the DESeq2 package in BioConductor. Regression models were set up to allow evaluation of expression differences between the 4T1- and Py230-based intraductal model at each time point and plain time effects were accounted for using the Matrigel® control samples. Significant differences were considered when nominal *P*-values were inferior to 5%. Lists of differentially expressed genes were translated into biological concepts (i.e., hallmark category of the molecular signatures database from the Broad Institute) using gene set enrichment analysis (GSEA). Therefore, mouse gene symbols were first translated into their human homologs using the getLDS function from the biomaRt package in BioConductor. Heatmaps in **Figures 10**, **11** were generated using the online tool Heatmapper (17) and in Supplementary Figure 5 using R.

### Statistical Analysis

Analysis of Variance (ANOVA) tests with Tukey's *post-hoc* tests and unpaired Student's *t*-tests were performed using Prism (GraphPad) to calculate *P*-values and determine statistical significant differences (*P* < 0.05). Log_10_ normalization was performed to normalize data when necessary.

## Results

### DCIS to IC Progression Is More Aggressive in the 4T1- Compared to the Py230-Based Intraductal Model as Reflected by Local and Systemic Disease Markers

To establish the immunocompetent 4T1- and Py230-based intraductal model, BALB/c-derived 4T1 mammary tumor cells and C57BL/6-derived Py230 mammary tumor cells were intraductally inoculated in lactating syngeneic mice. Primary tumor volume measurements indicated that 4T1 cells grew more aggressively than Py230 cells inside the mammary glands and established larger primary tumors between 1 and 5 w p.i. (Figure 1A). In contrast, Py230 cells grew exponentially and at 6 w p.i. the Py230 and 4T1 primary tumor volumes no longer differed (Figure 1A). As the 4T1 tumor cells were luminescently traceable, *in vivo* imaging allowed to verify their invasive primary tumor growth and showed that they expanded across the mammary gland and the surrounding tissue (Supplementary Figure 1A). H&E histology of primary tumors at 1, 3, and 6 w p.i. confirmed DCIS to IC progression in both the 4T1- and Py230-based intraductal model, with 4T1 cells displaying both enhanced and earlier invasion at 3 w p.i. (Figure 1B). Corroborating this key finding, increased disruption of the myoepithelial cell layer by 4T1 cells at 3 w p.i. was verified based on decreased cytokeratin 5 positivity in 4T1 compared to Py230 primary tumors (Figure 2). Ki67 staining confirmed the increased tumor cell proliferation in 4T1 compared to Py230 primary tumors at 1 w p.i., but not at 3 and 6 w p.i. (Figure 2). Moreover, calculation of the Ki67 proliferation index (i.e., the percentage of Ki67 stained nuclei relative to all nuclei in the primary tumor) showed that, in marked contrast to the index at 1 w p.i., Py230 primary tumors were more proliferative than 4T1 primary tumors by 3 w p.i. (Figure 2), supporting the earlier finding that Py230 tumors are able to catch up with 4T1 tumor growth.

**Figure 1:**
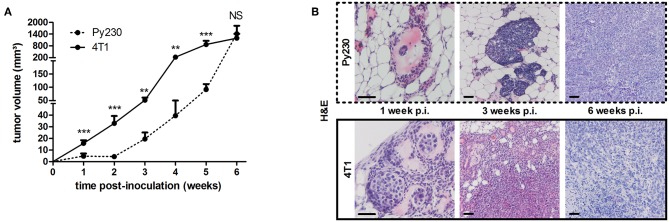
Tumor growth, ductal breakthrough and tumor proliferation in the 4T1- compared to Py230-based intraductal model. 4T1 and Py230 mammary tumor cells were intraductally inoculated in syngeneic lactating dams and primary tumor progression was monitored. **(A)** Weekly primary tumor volume measurements up to 6 w p.i. (4T1 primary tumors: *n* = 52 at 1 w p.i., *n* = 36 at 2 and 3 w p.i., *n* = 18 at 4, 5, and 6 w p.i.; Py230 primary tumors: *n* = 43 at 1 w p.i., *n* = 33 at 2 and 3 w p.i., *n* = 23 at 4 and 5 w p.i., *n* = 29 at 6 w p.i.). **(B)** H&E histology of Py230 and 4T1 primary tumors at 1, 3, and 6 w p.i. Scale bars = 50 μm. Data in **(A)** are presented as the means ± standard error of the mean (SEM). NS, not significant. **P < 0.01, ***P < 0.001.

**Figure 2:**
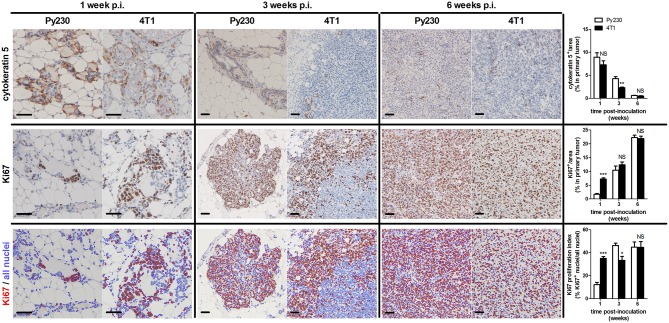
Ductal breakthrough and tumor proliferation in the 4T1- compared to Py230-based intraductal model. Immunohistochemistry for the myoepithelial cell marker cytokeratin 5 and cell proliferation marker Ki67 on sections of Py230 and 4T1 primary tumors at 1, 3, and 6 w p.i. (*n* = 5 at each time point for both 4T1 and Py230 primary tumors). A Ki67 proliferation index was determined of Py230 and 4T1 primary tumors at 1, 3, and 6 w p.i. by calculating the fraction of Ki67^+^ nuclei among all nuclei using ImageJS (15). All nuclei are marked in blue and Ki67^+^ nuclei are marked in red. Scale bars = 50 μm. Data are presented as the means ± SEM. NS, not significant. *P < 0.05, **P < 0.01, ***P < 0.001.

Additionally, distant metastases in the 4T1- and Py230-based intraductal model were investigated at 6 w p.i. by H&E histology and *ex vivo* imaging. H&E histology showed metastases in axillary lymph nodes, lungs and liver from 4T1, but not from Py230 tumor-bearing mice (Supplementary Figure 1B). *Ex vivo* imaging confirmed the presence of 4T1-derived bioluminescence in these three organs (Supplementary Figure 1B). MMP-9 and VEGF, proteins that are important for tumor metastasis through extracellular matrix degradation and angiogenesis, respectively, were measured locally in primary tumors and systemically in serum, identifying increased MMP-9 levels at 1, 3, and 6 w p.i. (Figure 3A) and increased VEGF levels at 3 as well as 6 w p.i. (Figure 3B) in the 4T1- compared to the Py230-based intraductal model. However, MMP-9 and VEGF levels in primary tumors and serum did not increase to the same extent. The fold induction of the mean MMP-9 and VEGF levels in the 4T1- compared to the Py230-based model showed remarkable differences in primary tumors (Supplementary Figures 2A,B). More specifically, MMP-9 was more strongly induced at 1 w p.i. compared to VEGF, whereas at 3 w p.i. VEGF was more strongly induced compared to MMP-9 (Supplementary Figures 2A,B). At 6 w p.i., MMP-9 was again more strongly induced compared to VEGF, albeit to a lesser extent than at 1 w p.i. (Supplementary Figures 2A,B). In serum, the fold induction of MMP-9 in the 4T1- compared to the Py230-based model was only clearly higher compared to that of VEGF at 6 w p.i. (Supplementary Figures 2A,C). CD31 stainings in primary tumors corroborated the increased angiogenesis at 3 and 6 w p.i. in the 4T1-based intraductal model (Figure 3C). However, based on stainings for the hypoxia marker CAIX (18, 19) the increased angiogenesis did not result in a decrease of hypoxia. More specifically, 4T1 primary tumors showed a progressive increase in CAIX positivity from 1 to 6 w p.i., whereas the slower progressing Py230 primary tumors showed fewer CAIX staining (Figure 3C). The increased tumor progression in the 4T1-based intraductal model was accompanied with a more progressive splenomegaly compared to the Py230-based intraductal model based on spleen weight measurements at 1, 3, and 6 w p.i. (Figures 4A,B), indicative for enhanced systemic disease as well as leukemoid reactions (20, 21). Two immuno-oncological biomarkers for disease monitoring in mice (3, 4) and breast cancer patients (22–24), CHI3L1 and LCN2, corroborated the 4T1 disease progression and showed significantly increased levels in 4T1 compared to Py230 primary tumors at 1 and 3 w p.i., but not at 6 w p.i. (Figure 4C), when 4T1 and Py230 primary tumors reached similar volumes. In serum, on the other hand, CHI3L1 and LCN2 were significantly increased at 1, 3, and 6 w p.i. in the 4T1- compared to the Py230-based intraductal model (Figure 4D), reflecting the enhanced metastatic progression of 4T1 tumor cells following intraductal inoculation. CHI3L1 and LCN2 levels in spleens corroborated the increased splenomegaly at 3 and 6 w p.i. in the 4T1- compared to the Py230-based intraductal model (Figure 4E) and further indicated the presence of enhanced leukocyte reactions in the 4T1 tumor-bearing mice.

**Figure 3:**
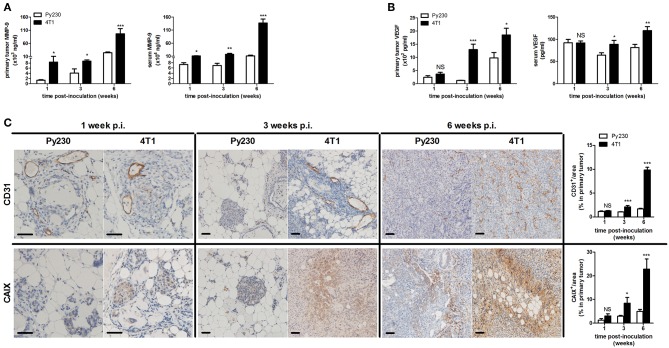
MMP-9 and VEGF levels, tumor vascularity and hypoxia in the 4T1- compared to Py230-based intraductal model. Primary tumor and serum MMP-9 **(A)** and VEGF **(B)** levels at 1, 3, and 6 w p.i. in the 4T1- and Py230-based intraductal model (4T1-based model: *n* = 7 tumors and 10 sera at 1 w p.i., *n* = 7 tumors and 9 sera at 3 w p.i., *n* = 8 tumors and 9 sera at 6 w p.i.; Py230-based model: *n* = 7 tumors and 10 sera at 1 w p.i., *n* = 5 tumors and 7 sera at 3 w p.i., *n* = 11 tumors and 7 sera at 6 w p.i.). **(C)** Immunohistochemistry for the endothelial cell marker CD31 and hypoxia marker CAIX on sections of 4T1 and Py230 primary tumors at 1, 3, and 6 w p.i. (*n* = 5 at each time point for both 4T1 and Py230 primary tumors). Scale bars = 50 μm. Data are presented as the means ± SEM. NS, not significant. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 4:**
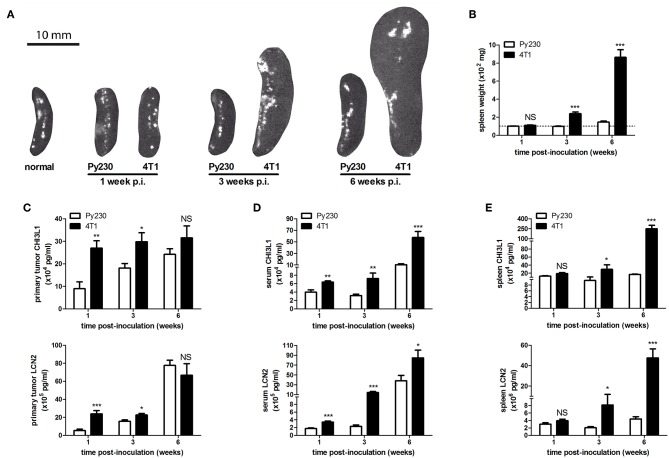
Splenomegaly and levels of immune-related disease biomarkers CHI3L1 and LCN2 in the 4T1- compared to Py230-based intraductal model. **(A)** Representative images of spleens isolated from the 4T1- and Py230-based intraductal model at 1, 3, and 6 w p.i. The image of a spleen from a normal mouse is also shown for comparison. **(B)** Weight measurements of spleens isolated from the 4T1- and Py230-based intraductal model at 1, 3, and 6 w p.i. (*n* = 9 spleens at each time point for both the 4T1- and Py230-based model). The dotted line indicates the mean spleen weight of 6 normal mice. **(C–E)** CHI3L1 and LCN2 levels at 1, 3, and 6 w p.i. in primary tumors **(C)**, sera **(D)**, and spleens **(E)** of the 4T1- and Py230-based intraductal model (4T1-based model: *n* = 6 tumors, 8 sera, and 5 spleens at 1 w p.i., *n* = 7 tumors, 8 sera, and 5 spleens at 3 w p.i., *n* = 8 tumors, 8 sera, and 6 spleens at 6 w p.i.; Py230-based model: *n* = 7 tumors, 9 sera, and 5 spleens at 1 w p.i., *n* = 5 tumors, 7 sera, and 5 spleens at 3 w p.i., *n* = 11 tumors, 7 sera, and 5 spleens at 6 w p.i.). Data in **(B–E)** are presented as the means ± SEM. NS, not significant. *P < 0.05, **P < 0.01, ***P < 0.001.

### DCIS to IC Progression Is Accompanied by an Increase in Immune Cells That Occurs Earlier in the 4T1- Compared to the Py230-Based Intraductal Model

The immune system plays a pivotal role in the progression of mammary tumors. Moreover, their invasiveness is associated with immune cell changes in the tumor microenvironment (25, 26). In order to investigate the primary tumor immune cell populations upon DCIS to IC progression in the 4T1- and Py230-based intraductal model, isolated primary tumors from both these models at 1, 3 and 6 w p.i. were processed into single cells and immunophenotyped by flow cytometry (Figure 5A). Based on the pan-immune cell marker CD45, the number of leukocytes increased over time in the 4T1 as well as the Py230 primary tumors (Figure 5B). However, at 1 and 3 w p.i. a significantly higher number of CD45^+^ immune cells was detected in 4T1 compared to Py230 primary tumors, indicative for a substantially more enriched tumor immune microenvironment in the 4T1-based intraductal model at these early time points (Figure 5B). In accordance with the higher percentage of CD45^+^ immune cells, 4T1 primary tumors showed significantly increased percentages of the F4/80^+^ (Figure 5C), Ly6G^+^ (Figure 5D), and CD3ε^+^ (Figure 5E) immune cell types at 1 and 3 w p.i. compared to Py230 primary tumors. When the CD3ε^+^ T-cell population was subdivided into CD4^+^ T-helper cells and CD8a^+^ cytotoxic T-cells, an increase in the CD8a/CD4 T-cell ratio was found in 4T1 as well as Py230 primary tumors between 1 and 6 w p.i. (Figures 5A,F). Consequently, DCIS to IC progression is associated with a switch from a high number of T-helper cells to a high number of cytotoxic T-cells in the primary tumor microenvironment. However, the significantly increased CD8a/CD4 T-cell ratio at 3 w p.i. in 4T1 compared to Py230 primary tumors indicates that this switch occurs earlier in the 4T1-based intraductal model. Investigation of the changes in proportion of immune cells over time in the 4T1- and Py230-based intraductal model showed that F4/80^+^ macrophages were the most abundant immune cell type at 1 and 3 w p.i., and that Ly6G^+^ neutrophils and CD3ε^+^ T-cells caught up with the macrophage numbers by 6 w p.i. (Figures 5G,H). More specifically, in 4T1 primary tumors, each of these three immune cell types comprised about 30% of the total immune cells at this end point, together approximating 90% of the primary tumor immunophenotype (Figure 5G). In marked contrast, in the Py230-based primary tumors, F4/80^+^ macrophages remained the predominant immune cell type (34%) at 6 w p.i., although closely followed in numbers by Ly6G^+^ neutrophils (16%) and CD3ε^+^ T-cells (24%), together approximating 75% of the primary tumor immunophenotype (Figure 5H).

**Figure 5:**
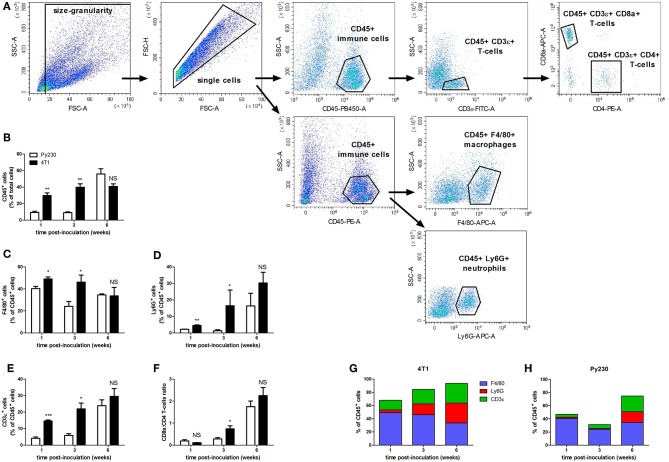
Flow cytometric immunophenotyping of tumor immune populations in the 4T1- compared to Py230-based intraductal model. Primary tumors were isolated from the 4T1- and Py230-based intraductal model at 1, 3, and 6 w p.i. and dissociated into a single cell suspension. Distinct immune cell types in the single cell suspension were quantified by flow cytometry. **(A)** Gating strategy for analysis of single cells and expression of CD45, F4/80, Ly6G, CD3ε, CD8a, and CD4. **(B–F)** Positivity for CD45 (pan-immune cells) as a percentage of total single cells **(B)**, positivity for F4/80 (macrophages) **(C)**, Ly6G (neutrophils) **(D)**, and CD3ε (T-cells) **(E)** as a percentage of CD45^+^ cells, and the ratio of CD8a^+^ cells (cytotoxic T-cells) and CD4^+^ cells (T-helper cells) **(F)** at 1, 3, and 6 w p.i. in primary tumors isolated from the 4T1- and Py230-based intraductal model (4T1 primary tumors: *n* = 4 at each time point; Py230 primary tumors: *n* = 4 at 1 w p.i., *n* = 3 at 3 and 6 w p.i.). F4/80^+^, Ly6G^+^, and CD3ε^+^ fraction of total leukocytes in Py230 **(G)** and 4T1 **(H)** primary tumors at 1, 3, and 6 w p.i. Data in **(B–F)** are presented as the means ± SEM, data in **(G,H)** are presented as the means. NS, not significant. *P < 0.05, **P < 0.01, ***P < 0.001.

Immunohistochemical CD45 stainings corroborated the immunophenotyping by identifying an increased number of immune cells over time in the tumor stroma, but also immune cells infiltrating into the tumor tissue at 3 and 6 w p.i. (Figure 6), when tumor cells became invasive. The 4T1 primary tumors showed significantly increased CD45 positivity at 1 and 3 w p.i. and equal CD45 positivity at 6 w p.i. compared to Py230 primary tumors. Similarly, CD163 stainings demonstrated a progressive increase of tumor-associated macrophages (TAMs) in the surrounding primary tumor stroma, with 4T1 primary tumors showing significantly higher CD163 positivity at 1 and 3 w p.i., but not at 6 w p.i. compared to Py230 primary tumors (Figure 6). Also CD11c and Ly6G stainings for tumor-associated dendritic cells (TADCs) and tumor-associated neutrophils (TANs), respectively, increased over time in primary tumor sections of both models, with 4T1 primary tumors showing significantly increased positivity for both markers at 1 and 3 w p.i., but not at 6 w p.i. compared to Py230 primary tumors (Figure 6). Moreover, whereas Ly6G stainings were located within the primary tumor area at all times, CD11c stainings for TADCs were initially located in the tumor stroma at 1 w p.i. and subsequently invaded the primary tumor core by 3 and 6 w p.i. Regarding the adaptive immune cells, immunohistochemistry showed significant increase in CD3ε stainings for tumor-infiltrating lymphocytes (TILs), in CD8a stainings for cytotoxic T-cells, and in CD4 stainings for T-helper cells in the primary tumor area of the 4T1- compared to Py230-based model at 1 and 3 w p.i., but not at 6 w p.i. (Figure 7A). FoxP3 stainings for immunosuppressive regulatory T-cells significantly increased in the Py230 compared to 4T1 primary tumors at 6 w p.i. (Figure 7B).

**Figure 6:**
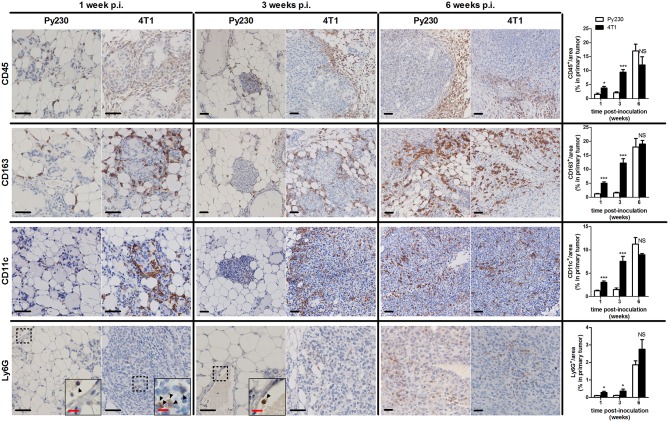
Immunohistochemical analysis of innate immune cell populations in primary tumors of the 4T1- compared to Py230-based intraductal model. Immunohistochemistry for the pan-immune cell marker CD45, the tumor-associated macrophage marker CD163, the dendritic cell marker CD11c and the neutrophil marker Ly6G on sections of 4T1 and Py230 primary tumors at 1, 3, and 6 w p.i. (*n* = 5 at each time point for both 4T1 and Py230 primary tumors). Dashed inserts and arrowheads indicate the few Ly6G^+^ cells at 1 w p.i. in both 4T1 and Py230 primary tumors and at 3 w p.i. in Py230 primary tumors. Black scale bar = 50 μm, red scale bar = 20 μm. Data are presented as the means ± SEM. NS, not significant. *P < 0.05, ***P < 0.001.

**Figure 7:**
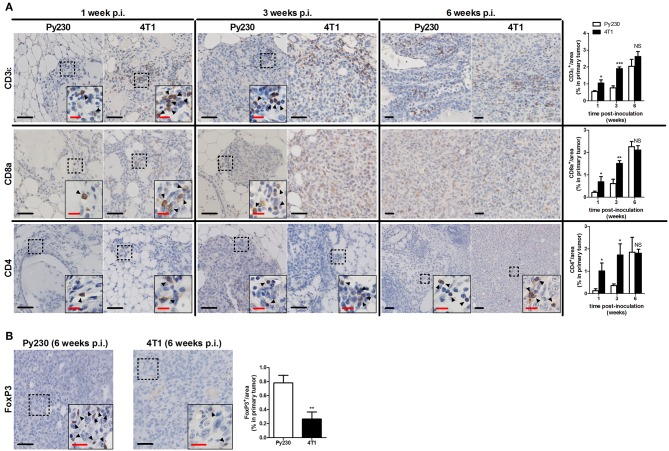
Immunohistochemical analysis of adaptive immune cell populations in primary tumors of the 4T1- compared to Py230-based intraductal model. **(A)** Immunohistochemistry for the T-cell marker CD3ε, the cytotoxic T-cell marker CD8a and the T-helper cell marker CD4 on sections of 4T1 and Py230 primary tumors at 1, 3, and 6 w p.i. (*n* = 5 at each time point for both 4T1 and Py230 primary tumors). **(B)** Immunohistochemistry for the regulatory T-cell marker FoxP3 on sections of 4T1 and Py230 primary tumors at 6 w p.i. (*n* = 5 at each time point for both 4T1 and Py230 primary tumors). Dashed inserts and arrowheads indicate the few CD3ε^+^ and CD8a^+^ cells at 1 w p.i. in both 4T1 and Py230 primary tumors and at 3 w p.i. in Py230 primary tumors, the few CD4^+^ cells at 1, 3, and 6 w p.i. in both 4T1 and Py230 primary tumors, and the few FoxP3^+^ cells at 6 w p.i. in 4T1 and Py230 primary tumors. Black scale bar = 50 μm, red scale bar = 20 μm. Data are presented as the means ± SEM. NS, not significant. *P < 0.05, **P < 0.01, ***P < 0.001.

### More Aggressive Tumor Progression in the 4T1- Compared to the Py230-Based Intraductal Model Is Characterized by an Enhanced Inflammation and Cytotoxic T-Cell Activity

Mammary tumor progression is highly influenced by inflammatory responses derived from activated immune cells in the tumor microenvironment. This inflammation is tightly controlled by inflammatory transcription factors such as NF-κB (27). NF-κB luciferase reporter mice allow to measure the host NF-κB activation upon tumor progression and visualize mammary gland inflammation through bioluminescence imaging (11, 28, 29). Py230 cells were intraductally inoculated in these reporter mice and weekly monitoring identified that host NF-κB activity at the primary tumor site exponentially increased over time, although there was a distinctive signal only at 6 w p.i. (Supplementary Figures 3A,B). Isolated axillary lymph nodes from the mice at 6 w p.i. also showed significantly higher NF-κB-derived luminescence compared to 1 and 3 w p.i. (Supplementary Figures 3C,D), indicative for an increasing inflammation in response to the advancing primary tumor.

Local and systemic cytokine profiling allowed a more in-depth investigation into the inflammation in the intraductal model. 4T1 primary tumors showed significantly increased levels of pro-inflammatory cytokines B-cell activating factor (BAFF), granulocyte colony-stimulating factor (G-CSF), interferon (IFN)-γ, interleukin (IL)-1β, monocyte chemoattractant protein (MCP)-1, macrophage inflammatory protein (MIP)-2, and transforming growth factor (TGF)-β1 at 1, 3, and 6 w p.i., and IL-6 and tumor necrosis factor (TNF)-α at 3 and 6 w p.i. compared to Py230 primary tumors (Figures 8A–C). In contrast, IL-4 and IL-10 levels were significantly higher in Py230 compared to 4T1 primary tumors at all 3 time points (Figures 8A–C). Analysis of cytokine levels in serum provided similar results as in primary tumors with significantly higher BAFF, G-CSF, MCP-1, MIP-2, and TGF-β1 levels at 1, 3, and 6 w p.i. for the 4T1- compared to the Py230-based intraductal model (Supplementary Figures 4A–C). IFN-γ, IL-6, and TNF-α serum levels were detectable only at 3 and 6 w p.i. and also significantly increased in the 4T1- compared to the Py230-based intraductal model (Supplementary Figures 4A–C).

**Figure 8:**
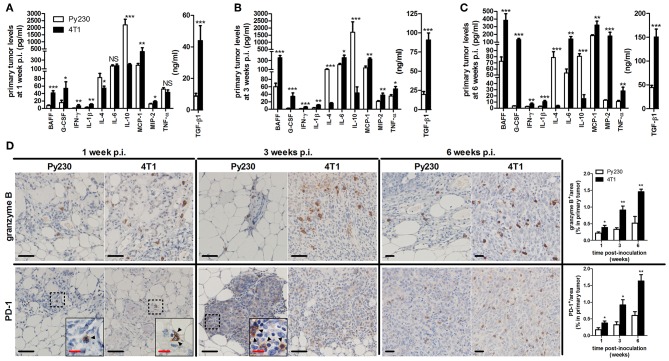
Cytokine levels and immunohistochemical analysis of cytotoxic T-cell activity in primary tumors of the 4T1- compared to Py230-based intraductal model. Cytokine levels at 1 w p.i. **(A)**, 3 w p.i. **(B)**, and 6 w p.i. **(C)** in primary tumors of the 4T1- and Py230-based intraductal model (4T1 primary tumors: *n* = 7 at 1 and 3 w p.i., *n* = 8 at 6 w p.i.; Py230 primary tumors: *n* = 7 at 1 w p.i., *n* = 5 at 3 w p.i., *n* = 11 at 6 w p.i.). **(D)** Immunohistochemistry for the activated cytotoxic T-cell markers granzyme B and PD-1 (*n* = 5 at each time point for both 4T1 and Py230 primary tumors). Dashed inserts and arrowheads indicate the few PD-1^+^ cells at 1 w p.i. in both 4T1 and Py230 primary tumors and at 3 w p.i. in Py230 primary tumors. Black scale bar = 50 μm, red scale bar = 20 μm. Data are presented as the means ± SEM. NS, not significant. *P < 0.05, **P < 0.01, ***P < 0.001.

Cytokine production and release is linked to immune cell activation in the tumor microenvironment, which can be targeted with immunotherapy. Especially cytotoxic (CD8a^+^) T-cells are an important immunotherapeutic target due to their tumor-killing function. Therefore, comparative evaluation of the cytotoxic T-cell activity in primary tumors of both intradutcal models is of major added value before these models can be used as therapeutic screening tools. Immunohistochemical stainings for granzyme B and PD-1, both markers for activated cytotoxic T-cells, showed increased positivity in 4T1 compared to Py230 primary tumors at 1, 3, and 6 w p.i. (Figure 8D). The latter key observation is in accordance with the higher pro-inflammatory cytokine levels in the 4T1- compared to the Py230-based intraductal model. CD19 stainings further revealed the presence and increase of activated B-cells at 3 and 6 w p.i. in 4T1, but not in Py230 primary tumors (Supplementary Figure 4D).

### RNA-Seq Verifies Immunological and Proliferative Changes Upon Tumor Progression in the 4T1- Compared to the Py230-Based Intraductal Model

In order to investigate the changes in both intraductal models upon tumor progression at the genetic level, sequencing was performed on RNA isolated from snap frozen 4T1 and Py230 intraductally inoculated primary tumors at 1, 3 and 6 w p.i. 

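4T1 cells are a BALB/c-derived metastatic mammary tumor line and Py230 cells come from a spontaneous mammary tumor of a C57BL/6 transgenic mouse, and each line was grown in glands of its own strain. Matrigel, the carrier in which the cells were injected, was given alone to control glands of both strains. The data cover 36 RNA-seq libraries in 12 groups of 3, namely 4T1 tumors, Py230 tumors, BALB/c Matrigel glands and C57BL/6 Matrigel glands at 1, 3 and 6 weeks after injection, which are called weeks 1, 3 and 6. The authors prepared stranded libraries, sequenced them in pairs of reads, mapped them to mm10 with STAR, counted reads per gene and normalized and tested the counts with DESeq2. The expression values they deposited are not counts but a score per gene and library, in which every library has a mean of 0 and an SD of 1 over the genes listed. The paper states the depth it aimed for, but the depth reached by each library is unknown from these values, and no interval for counting error can be given. Scaling every library to the same SD keeps the order of genes within a library, but it can shift the difference of a gene between libraries whose overall spread differs. Over the 13567 genes with a mean normalized count of at least 100 in the authors' deposited table, the 4T1 minus Py230 differences in score followed the log2 fold changes of that table with r = 0.983 at week 1, 0.953 at week 3 and 0.940 at week 6. These values are across genes, which are not independent replicates. A difference of 1 score unit matched 3.53 log2 units in that table at weeks 1 and 3 and 4.18 at week 6. From the scores, 4T1 and Py230 tumors were compared at each time point with limma's moderated linear model over all 12 groups, so that the groups shared 1 estimate of the spread of each gene, and p-values were adjusted by the Benjamini-Hochberg method. With 3 tumors against 3, an exact permutation test of a single value cannot go below p = 0.10, so single genes and gene lists rest on the shared spread. The 4T1 tumors grew only in BALB/c mice and the Py230 tumors only in C57BL/6 mice, so a difference between the tumors holds the cell line and the mouse strain together. The Matrigel glands of both strains are the measure of the strain alone.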

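Of all genes, 4196 differed between 4T1 and Py230 primary tumors at week 1 at an adjusted p-value under 0.05, and 2371 of them (56.5%) were higher in 4T1 tumors. There were 6569 such genes at week 3, 2571 of them (39.1%) higher in 4T1 tumors, and at week 6, 8837 genes differed, 5220 of them (59.1%) higher in 4T1 tumors. At a nominal p-value under 0.05, the threshold the paper used, 7404, 8774 and 10314 genes passed. The 3 4T1 values lay apart from the 3 Py230 values for 39.1%, 32.6% and 58.2% of all genes at weeks 1, 3 and 6, where chance gives 10%. The authors' deposited table gives 4825, 7061 and 9363 genes with an adjusted p-value under 0.05, of which 54.3%, 49.7% and 45.8% were higher in 4T1 tumors. Of these genes, 3945, 6017 and 7765 were also called from the scores, all in the same direction. At week 6 the majority was thus higher in the scores and lower in the authors' table. Subtracting the difference between the Matrigel glands of both strains (Matrigel subtracted) lowered the counts to 66, 1980 and 5517 genes, of which 62, 1789 and 5002 were among those above. With only the 6 libraries of a time point in the fit, 1487 genes were called at week 1 and 434 at week 3, the largest moves of both counts apart from the subtraction at week 1. Single libraries weighed on the first 2 time points, with 1634 genes at week 1 without 4T1 replicate 3, 1832 without 4T1 replicate 1, 2117 without Py230 replicate 1, and 3694 genes at week 3 without Py230 replicate 1. The share of genes higher in 4T1 tumors also moved with the scaling, to 56.9% at week 3 with each library rescaled by a robust line and to 49.0% at week 6 with cyclic loess normalization. Both alternatives were chosen after seeing the data. The largest differences at week 1 were those of H2-Ea-ps, a class II gene on chromosome 17 of mm10 (34341959 to 34344645), with a score of 2.22 ± 0.131 (SD, n = 3) in 4T1 and -0.803 ± 0.0148 (SD, n = 3) in Py230 tumors. Its symbol in mm10 is that of a pseudogene, which need not hold in BALB/c mice. Its score was 1.53 in BALB/c and -0.801 in C57BL/6 Matrigel glands at that time. Rnase2a on chromosome 14 (51255262 to 51256112) came next, with scores of 1.59 ± 0.820 in 4T1 and -1.42 ± 0.104 in Py230 tumors (SD, n = 3 each). Their differences were 3.02 (standard error 0.151, adjusted p = 3.34e-14) and 3.02 (standard error 0.304, adjusted p = 6.30e-08), and BALB/c Matrigel glands exceeded C57BL/6 Matrigel glands by 2.33 and 0.739. In the other direction, Slc5a7 on chromosome 17 (54273590 to 54299034) differed by -1.95 (adjusted p = 5.94e-09) and Dmbt1 on chromosome 7 (131032053 to 131121630) by -1.67 (adjusted p = 0.000182), with Matrigel strain differences of -1.78 and -1.06. Once that strain difference was subtracted, H2-Ea-ps (0.692), Slc5a7 (-0.165) and Dmbt1 (-0.604) no longer passed at week 1, and Rnase2a did. H2-Ea-ps and Rnase2a led again at week 3 with 3.05 and 2.96. Scgb1c1 on chromosome 7 (140845547 to 140846769) and AI506816 on chromosome 5 (23698296 to 23712667) were lowest with -2.12 and -1.87. The difference of AI506816 stood beside a Matrigel strain difference of -1.70, and with that subtracted it did not pass (-0.170). Hmga2 on chromosome 10 (120361275 to 120476469) scored 1.38 ± 0.220 (SD, n = 3) in 4T1 and -1.81 ± 0.102 (SD, n = 3) in Py230 tumors at week 6, a difference of 3.19 (standard error 0.228, adjusted p = 1.64e-11). Hhip on chromosome 8 (79965851 to 80058006) differed by 2.86. The casein gene Csn3 on chromosome 5 (87925579 to 87932665) and Igfbp2 on chromosome 1 (72824503 to 72852474) were lower in 4T1 tumors at that time by 2.53 and 2.49. The Matrigel strain difference of each of these 4 genes at week 6 was at most 0.234.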

The differentially expressed genes in the 4T1 vs. Py230 primary tumor datasets at the 3 different time points were categorized into 28 hallmark gene sets using GSEA. 

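The hallmarks were tested on the gene sets as the authors deposited them, with genes ranked by limma's moderated statistic (pre-ranked GSEA with fgsea, Benjamini-Hochberg adjustment over 28 hallmarks of 32 to 195 genes, n = 3 tumors per model). The normalized enrichment score (NES) is positive where the set is higher in 4T1 tumors. This test treats the genes of a set as independent, and it also called hallmarks when the 6 libraries of a time point were split into 3 and 3 without regard to the model. It called 17 of the 28 hallmarks between the models at week 1, and from 11 to 23 in the 9 other splits. Of the 28, 9 are related to immunology (among them allograft rejection, complement, IL2-STAT5 signaling, IL-6-JAK-STAT3 signaling, inflammatory response, IFN-α response, IFN-γ response and TNF-α signaling via NF-κB). Between weeks 1 and 6, the difference between 4T1 and Py230 tumors fell in 3 of these 9 hallmarks, namely allograft rejection (NES of the change -1.54, adjusted p = 0.00901), IL-6-JAK-STAT3 signaling (-1.53, adjusted p = 0.0188) and IFN-γ response (-1.72, adjusted p = 0.000321). In 4 of the 9 the NES of this change was positive, from 0.927 to 1.25, and did not pass the threshold. Between weeks 1 and 3 the difference rose in 5 of the 9 hallmarks, most in TNF-α signaling via NF-κB (NES 2.16, adjusted p = 6.62e-09). Between weeks 3 and 6 it fell in 7, most in IL-6-JAK-STAT3 signaling (NES -1.83, adjusted p = 0.000345). The number of hallmarks that fell from week 1 to week 6 depended on single libraries, with 0 without Py230 replicate 1 of week 1, 5 without Py230 replicate 3 of week 1 and 5 without Py230 replicate 2 of week 6. Without 4T1 replicate 1 or 3 of week 1, 4T1 replicate 3 of week 6 or Py230 replicate 3 of week 6, 1 hallmark fell. With camera and an estimated correlation between genes, or with fry, 0 of the 9 fell, also at an unadjusted p-value under 0.05, and with camera's preset correlation 2 fell. Camera with an estimated correlation and fry also called 0 changes from week 1 to week 3 and from week 3 to week 6. With camera's preset correlation, 2 hallmarks rose from week 1 to week 3 and 7 fell from week 3 to week 6.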

Nine hallmarks could be related to tumor immunology and collectively showed a decreased expression over time (allograft rejection, complement, IL2-STAT5 signaling, IL-6-JAK-STAT3 signaling, inflammatory response, IFN-α response, IFN-γ response, KRAS signaling up, and TNF-α signaling via NF-κB) (Figure 9). 

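The NES of the 9 immunology hallmarks lay between 0.844 and 2.70 at week 1, and 6 of them passed the threshold. Allograft rejection was highest (NES 2.70, adjusted p = 7.48e-18), followed by IL-6-JAK-STAT3 signaling (2.14, adjusted p = 6.08e-06) and IFN-γ response (1.99, adjusted p = 1.61e-06). Next came inflammatory response (1.89, adjusted p = 2.61e-05), complement (1.79, adjusted p = 5.11e-05) and IL2-STAT5 signaling (1.70, adjusted p = 0.000217). IFN-α response (1.15, adjusted p = 0.281) and TNF-α signaling via NF-κB (0.844, adjusted p = 0.862) did not pass. At week 3, 8 hallmarks passed, from 1.71 for IFN-γ response (adjusted p = 8.23e-05) to 2.41 for complement (adjusted p = 1.25e-11), while the NES of IFN-α response was -0.857 (adjusted p = 0.777). Complement (1.44, adjusted p = 0.0234) and IL2-STAT5 signaling (1.39, adjusted p = 0.0234) passed at week 6, allograft rejection did not (1.27, adjusted p = 0.109), and the NES of IFN-γ response was -0.812 (adjusted p = 0.969). Hence 7 of the 9 hallmarks had a positive NES at all 3 time points, and 8 passed the threshold at weeks 1 and/or 3. Under camera with an estimated correlation, 0 of the 9 passed at any time point, also at an unadjusted p-value under 0.05, which 6, 8 and 3 had in the pre-ranked test. With fry, 1, 4 and 1 passed, and with camera's preset correlation 6, 8 and 0. The count at week 1 was 4 without Py230 replicate 1 and 9 without Py230 replicate 3, and the count at week 6 was 1 without Py230 replicate 1 or 2. Among the genes of these hallmarks, Trim12a on chromosome 7 (104299894 to 104315466) and Ifi44l on chromosome 3 (151758737 to 151762892) had the smallest p-values at week 1. Their differences were -1.30 (standard error 0.0730, adjusted p = 3.43e-13) and 1.79 (standard error 0.141, adjusted p = 5.36e-10). The Matrigel glands of the strains differed in them by -1.37 and 1.56, and neither passed with that difference subtracted (0.0642 and 0.234). Trim12a belongs to a family of similar genes between which reads can be split.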

More specifically, all 9 tumor immunology-related gene sets remained upregulated in 4T1 compared to Py230 primary tumors across the 3 time points, but only significantly at 1 and/or 3 w p.i. Other gene sets could be related to cellular mitosis and tumor progression, including DNA repair, E2F targets, G2M checkpoint, mitotic spindle, MTORC1 signaling, MYC targets V1 and spermatogenesis (Figure 9). 

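Of the 7 mitosis hallmarks, 5 were higher in 4T1 than in Py230 tumors at week 1. The NES was largest for E2F targets (2.41, adjusted p = 1.70e-12), then DNA repair (1.86, adjusted p = 8.17e-05), G2M checkpoint (1.77, adjusted p = 4.92e-05), MYC targets V1 (1.69, adjusted p = 0.000269) and MTORC1 signaling (1.62, adjusted p = 0.000912). Spermatogenesis (0.994, adjusted p = 0.542) and mitotic spindle (-1.25, adjusted p = 0.0928) did not pass the threshold. All 7 were lower in 4T1 tumors at week 3, from -1.44 for spermatogenesis (adjusted p = 0.0330) to -2.45 for E2F targets (adjusted p = 6.48e-16). The change between these time points passed the threshold as a fall in all 7, from a NES of -1.46 for mitotic spindle (adjusted p = 0.00894) to -2.97 for E2F targets (adjusted p = 1.42e-35). With any tumor library of the time point left out, 5 were still higher at week 1 and from 5 to 7 lower at week 3, and the count of falls was 7 each time. Without 4T1 replicate 1, 1 mitosis hallmark also passed as lower at week 1, where over all libraries 0 did, adjusted or not. Under camera with an estimated correlation, 0 of the 7 passed at week 1, at week 3 or in the change, also at an unadjusted p-value under 0.05. Fry called 1 of them at week 1, 7 at week 3 and 6 in the change, and camera with a preset correlation 5 each. Rps2, a ribosomal protein gene of MYC targets V1 on chromosome 17 (24718116 to 24721929), had the smallest p-value of the genes in these hallmarks at both times. It had scores of 0.667 ± 0.0253 (SD, n = 3) in 4T1 and 1.48 ± 0.0542 (SD, n = 3) in Py230 tumors at week 1, a difference of -0.811 (standard error 0.0311, adjusted p = 7.95e-17). At week 3 its difference was -0.828 (adjusted p = 5.65e-17). It differed by -0.849 and -0.963 between the Matrigel glands of the strains, its difference between the tumors turned to 0.0380 and 0.136 with these subtracted, and its reads can be shared with pseudogenes of near-identical sequence. The meiotic gene Sycp1 on chromosome 3 (102818499 to 102936100), which came next at week 1, differed by 0.400 (standard error 0.0540, adjusted p = 9.07e-06) beside a Matrigel strain difference of 0.469, and by -0.0688 with that subtracted. Pik3r3 on chromosome 4 (116221618 to 116303056) came next at week 3, with a difference of -1.20 (standard error 0.0926, adjusted p = 3.36e-10) and a Matrigel strain difference of -0.110.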

Whereas at 1 w p.i. all gene sets were significantly upregulated, at 3 w p.i. they became significantly downregulated or showed a strong decrease compared to 1 w p.i. in 4T1 compared to Py230 primary tumors, indicative for decreased tumor proliferation. At 6 w p.i., the gene sets went back to baseline, highlighting the similar tumor size in 4T1 and Py230 primary tumors. In contrast to the cellular mitosis gene sets, the hallmark epithelial-mesenchymal transition (EMT) was significantly upregulated at 3 w p.i. in 4T1 compared to Py230 primary tumors (Figure 9), indicative for metastatic progression. 

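The NES of the 7 mitosis hallmarks at week 6 ranged from -0.955 to 1.34. Mitotic spindle passed the threshold narrowly (1.34, adjusted p = 0.0473), and E2F targets did not (1.31, adjusted p = 0.0507). DNA repair (1.14, adjusted p = 0.353), MYC targets V1 (1.24, adjusted p = 0.140), G2M checkpoint (1.03, adjusted p = 0.544), MTORC1 signaling (-0.955) and spermatogenesis (-0.749, adjusted p = 0.969) showed no difference beyond chance. The single call was lost, leaving 0, without 4T1 replicate 2, 4T1 replicate 3 or Py230 replicate 3. In turn, 3 hallmarks passed without 4T1 replicate 1, Py230 replicate 1 or Py230 replicate 2. Over all libraries, 2 of the 7 had an unadjusted p-value under 0.05. From week 3 to week 6 the difference between the models rose in 5 of the 7, most in E2F targets (NES 2.41, adjusted p = 2.42e-17).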

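The EMT hallmark held 183 genes, and its NES was 2.56 at week 3 (adjusted p = 2.05e-14), after -1.82 at week 1 (adjusted p = 6.23e-05) and before -1.13 at week 6 (adjusted p = 0.306). The change of the difference from week 1 to week 3 had a NES of 3.29 (adjusted p = 2.58e-29), which stayed between 2.80 and 3.41 with any tumor library of these times left out. Under camera with an estimated correlation between genes, neither the set at week 3 (adjusted p = 0.512) nor the change (adjusted p = 0.302) passed, where the adjusted p-values over all alternatives ran from 7.30e-29 to 0.512 and from 5.75e-33 to 0.302. The sign at week 6 was not settled. It had a NES of 1.36 when only the libraries of that time point were fitted (adjusted p = 0.0250, with a range of 0.0250 to 0.955 over the alternatives) and of 1.12 without Py230 replicate 2. The NES at week 1 was -0.839 once the Matrigel strain difference was subtracted, no longer past the threshold, and BALB/c Matrigel glands were also below C57BL/6 Matrigel glands at that time (NES -2.13). As a mean z-score of the EMT genes over the 36 libraries, 4T1 tumors scored 0.0234 ± 0.139, 0.0966 ± 0.106 and 0.119 ± 0.129 at the 3 time points (SD, n = 3 each). Py230 tumors scored 0.381 ± 0.183, -0.581 ± 0.312 and 0.0199 ± 0.243 (SD, n = 3 each). Col11a1, a collagen gene on chromosome 3 (114030540 to 114220718), had the smallest p-value of the set at week 3 and was lower in 4T1 tumors, by 1.75 score units (standard error 0.149, adjusted p = 2.19e-09). Lgals1 on chromosome 15 (78926725 to 78930465) was higher by 0.378 (standard error 0.0671, adjusted p = 0.000143). This did not pass with only the libraries of that time point in the fit (adjusted p = 0.112, in a range of 6.58e-06 to 0.112).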

Gene sets involved in adipose/stromal processes within the mammary gland (adipogenesis, angiogenesis, bile acid metabolism, coagulation, fatty acid metabolism, KRAS signaling dn, myogenesis, UV response dn, WNT-β-catenin signaling, and xenobiotic metabolism) were downregulated or weakly expressed at 1 w p.i., but became upregulated at 3 w p.i. in 4T1 compared to Py230 primary tumors (Figure 9), indicating that at the time 4T1 tumor cells were less proliferative compared to Py230 tumor cells, the surrounding stroma and fat tissue were more active in the 4T1- compared to the Py230-based intraductal model. 

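At week 1, 5 of the 10 stromal hallmarks were lower in 4T1 than in Py230 tumors. These were UV response dn (NES -2.16, adjusted p = 5.53e-07), WNT-β-catenin signaling (-2.07, adjusted p = 0.000444), myogenesis (-1.92, adjusted p = 1.81e-05), adipogenesis (-1.64, adjusted p = 0.00101) and bile acid metabolism (-1.40, adjusted p = 0.0280). Coagulation (0.929, adjusted p = 0.656) and xenobiotic metabolism (0.936, adjusted p = 0.656) had a positive NES at that time. At week 3, 9 of the 10 were positive and 5 passed the threshold. Their NES ran from myogenesis (1.42, adjusted p = 0.00725) over UV response dn (1.66, adjusted p = 0.000726), adipogenesis (1.68, adjusted p = 0.000101) and angiogenesis to coagulation (2.05, adjusted p = 3.43e-06). The change from week 1 to week 3 was upward in 8 of the 10, most in UV response dn (NES 2.95, adjusted p = 8.87e-19). Single libraries moved the count at week 3, to 2 without Py230 replicate 1, to 3 without 4T1 replicate 2 and to 8 without 4T1 replicate 1, and the count at week 1 to 3 without 4T1 replicate 1 or Py230 replicate 2. Under camera with an estimated correlation 0 of the 10 passed at either time or in the change, where 2, 1 and 3 had an unadjusted p-value under 0.05. Fry called 3 each time, and camera with a preset correlation 5, 5 and 8. At week 6, 3 stromal hallmarks were lower and 1, UV response dn, was higher in 4T1 tumors, and the latter count was 0 without 4T1 replicate 2 or 3 or Py230 replicate 1 or 3. Rap1gap on chromosome 4 (137664726 to 137729861), the gene of these sets with the smallest p-value at week 3, was lower in 4T1 tumors by 1.17 score units (standard error 0.0879, adjusted p = 1.80e-10). From the higher stromal sets at week 3, the paper reasons that stroma and fat tissue around the tumors were more active in the 4T1-based model at the time when 4T1 cells proliferated less than Py230 cells.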

The hallmark androgen response also showed a significantly upregulated expression in Py230 tumors at 3 and 6 w p.i. (Figure 9), indicating that androgen signaling is important in invasive Py230 tumors. 

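The androgen response hallmark (91 genes) had a NES of -1.48 at week 3 (adjusted p = 0.0257) and -1.57 at week 6 (adjusted p = 0.0234), after 0.719 at week 1 (adjusted p = 0.945). A negative NES is higher expression in Py230 tumors. At week 3 it no longer passed without 4T1 replicate 2 (adjusted p = 0.0771), 4T1 replicate 3 (adjusted p = 0.0873) or Py230 replicate 2 (adjusted p = 0.0645). Nor did it with the Matrigel strain difference subtracted (NES -1.26, adjusted p = 0.155), in a range of 0.00131 to 0.565 over all alternatives. At week 6 every fit that left out 1 library kept it between -1.61 and -1.49 and past the threshold. Neither camera test called it, with adjusted p-values of 0.142 for a preset and 0.955 for an estimated correlation in a range of 0.000421 to 0.955. C57BL/6 Matrigel glands also exceeded BALB/c Matrigel glands in this hallmark at week 3 (NES -1.54, adjusted p = 0.0249), and not beyond chance at week 6 (NES -0.966). The mean z-score of its genes was 0.0801 ± 0.133, -0.117 ± 0.0846 and 0.143 ± 0.116 in 4T1 tumors at weeks 1, 3 and 6 (SD, n = 3 each). In Py230 tumors it was 0.0695 ± 0.0579, 0.165 ± 0.104 and 0.414 ± 0.0469 (SD, n = 3 each). Of its genes, Spdef on chromosome 17 (27714352 to 27728955) and Acsl3 on chromosome 1 (78657825 to 78707743) had the smallest p-values at week 3. They differed by -1.24 (standard error 0.120, adjusted p = 2.30e-08) and -0.560 (standard error 0.0621, adjusted p = 2.18e-07).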

Hierarchical clustering of the hallmarks in a heatmap with the different primary tumor samples at the different time points confirmed that tumor immunology hallmarks are most represented in 4T1 primary tumors, with the highest representation at 1 w p.i., and cellular mitosis hallmarks are most represented in 4T1 primary tumors at 6 w p.i. and in Py230 primary tumors at 3 and 6 w p.i. 

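For each library, the genes of a hallmark were put on a common scale (z-score over the 36 libraries), averaged, and averaged again over the hallmarks of a group. The immunology score was 0.466 ± 0.325 in the 9 4T1 tumors and 0.0554 ± 0.256 in the 9 Py230 tumors (SD), a difference of 0.411 (exact permutation test, two-sided, p = 0.00777). Without the libraries of replicate 1 the difference was 0.235 and no longer passed (exact permutation test, p = 0.139, in a range of 0.00300 to 0.139 over the alternatives). Within the 4T1 tumors, the score was 0.539 ± 0.179 at week 1, 0.406 ± 0.600 at week 3 and 0.454 ± 0.132 at week 6 (SD, n = 3 each). The means thus differed by less than the spread between the tumors of week 3. The highest single library was 4T1 replicate 1 of week 3 with 1.09, and the other 4T1 tumors of that time point scored 0.138 and -0.0132. In Py230 tumors the score was 0.0710 ± 0.384, -0.0836 ± 0.148 and 0.179 ± 0.202 at weeks 1, 3 and 6. The mitosis score was 1.04 ± 0.118 in 4T1 tumors at week 6, 0.416 ± 0.466 and 0.766 ± 0.178 in Py230 tumors at weeks 3 and 6 (SD, n = 3 each). It was 0.147 ± 0.275, -0.209 ± 0.283 and -0.178 ± 0.0913 in 4T1 tumors at weeks 1 and 3 and Py230 tumors at week 1 (SD, n = 3 each). The 9 libraries of the first 3 groups averaged 0.739 ± 0.372 (SD), higher than the other 9 by 0.819, which was between 0.745 and 0.860 with the libraries of any 1 replicate number left out. The paper took this grouping from a heatmap of these same libraries, so no test is given for it. Py230 tumors at week 3 were uneven, from -0.0573 to 0.874.

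**Figure D1:**
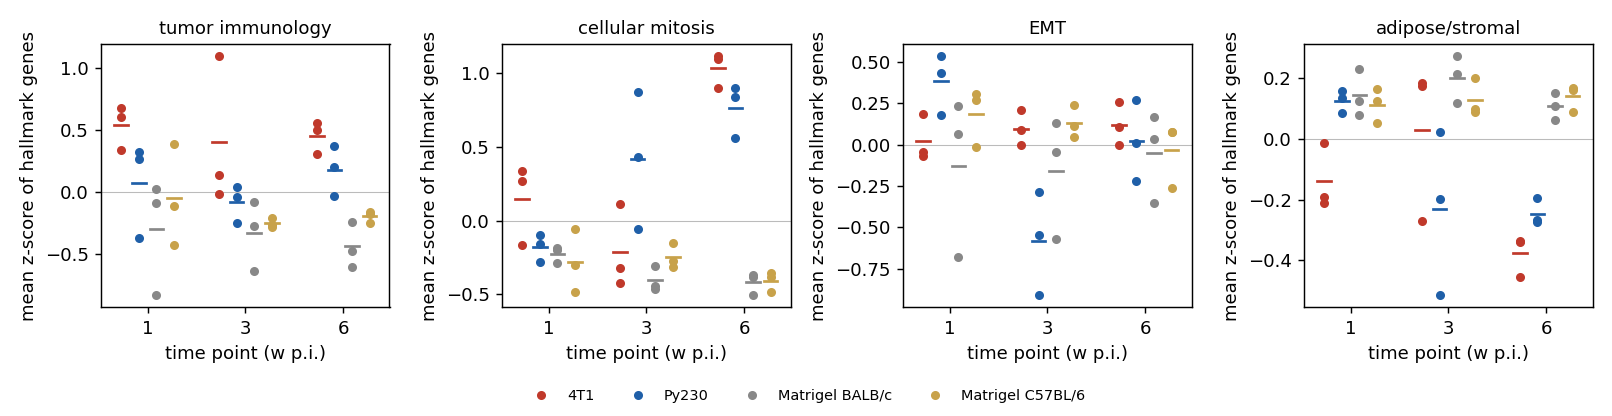
Mean z-score of the genes of the immunology, mitosis, EMT and stromal hallmarks in each library (y-axis, z-score over the 36 libraries) at weeks 1, 3 and 6 (x-axis), for 4T1 tumors, Py230 tumors and Matrigel glands of both strains. Points are single libraries and bars the mean of 3. All 3 4T1 tumors at week 6 had a mitosis score of at least 0.900, and 1 of the 4T1 tumors at week 3 had an immunology score of 1.09.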

(Supplementary Figure 5). 

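In the 18 Matrigel glands, the stromal hallmark score was 0.140 ± 0.0611 (SD), against -0.140 ± 0.223 in the 18 tumors, a difference of 0.279 (permutation test, two-sided, p = 1e-05, the smallest that 1e+05 resamples can give). With the libraries of any 1 replicate number left out, it was between 0.236 and 0.306. Every Matrigel gland had a positive stromal score, from 0.0512 to 0.272. The group means were 0.145 ± 0.0788, 0.201 ± 0.0787 and 0.108 ± 0.0448 in BALB/c glands and 0.113 ± 0.0573, 0.130 ± 0.0612 and 0.140 ± 0.0436 in C57BL/6 glands at weeks 1, 3 and 6 (SD, n = 3 each). Py230 tumors at week 1 lay in the same range (0.126 ± 0.0375). Only 2 genes differed between these tumors and their own Matrigel glands at an adjusted p-value under 0.05 (1547 at a nominal p-value), Igkv3-3 (-0.514) and Hmgb1-ps8 (-0.248), which are named after their values were seen. By the same comparison, 3601 genes differed between 4T1 tumors and their own Matrigel glands at that time. At week 6, 13015 genes differed from Matrigel glands in 4T1 tumors and 10296 in Py230 tumors.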

Gene expression of RNA samples derived from Matrigel®-only intraductally injected lactating BALB/c and C57BL/6 mice at 1, 3, and 6 w p.i. were also included as a control and showed a strong representation of stromal/adipose-related hallmarks (Supplementary Figure 5), indicative for an active involution process following lactation. The control samples did not show upregulation of immunological hallmarks, which suggests that the injection method and Matrigel® have minimal influence on tumor immunology.

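The immunology hallmark score was -0.261 ± 0.273 (SD) in the 18 Matrigel glands and 0.261 ± 0.354 in the 18 tumors, a difference of -0.522 (permutation test, two-sided, p = 4e-05). With the libraries of any 1 replicate number left out, the difference was between -0.576 and -0.453. The mean was -0.299 ± 0.467, -0.330 ± 0.284 and -0.437 ± 0.184 in BALB/c glands and -0.0498 ± 0.412, -0.253 ± 0.0354 and -0.195 ± 0.0460 in C57BL/6 glands at weeks 1, 3 and 6 (SD, n = 3 each). The glands were most uneven at week 1, where 1 C57BL/6 gland scored 0.390 and 1 BALB/c gland -0.834. Glands without an injection are not among the groups, so the score of Matrigel glands is relative to the tumors only.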

**Figure 9:**
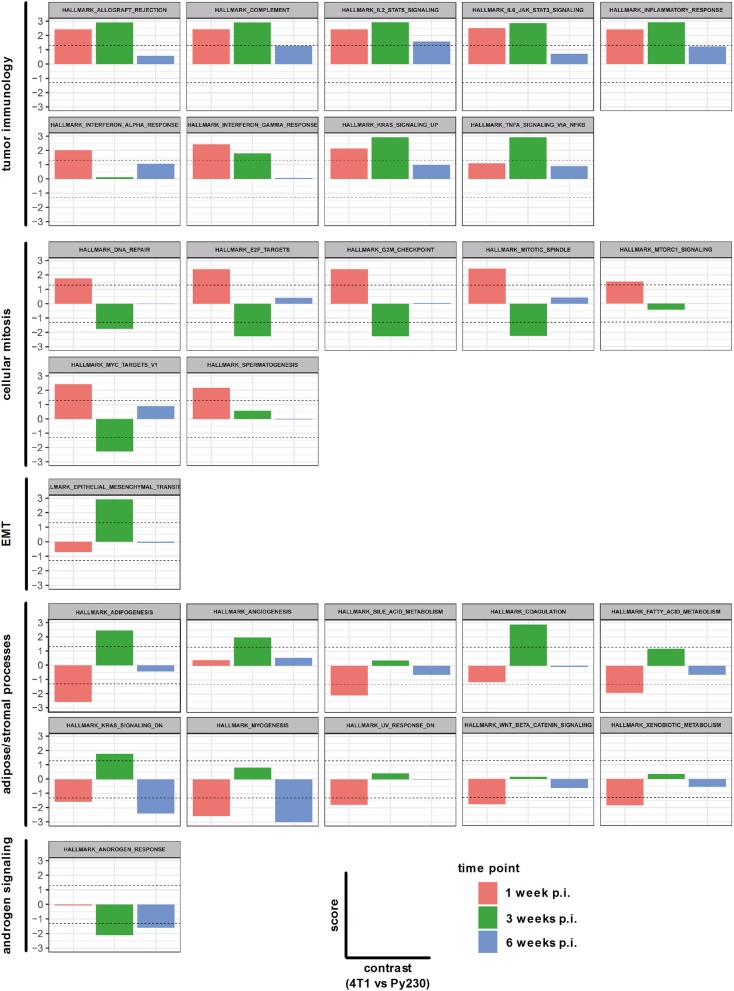
Hallmarks associated with differentially expressed genes in primary tumors of the 4T1- compared to Py230-based intraductal model. RNA isolated from 4T1 and Py230 primary tumors at 1, 3, and 6 w p.i. was sequenced and differentially expressed genes were categorized into hallmark gene sets using GSEA. The hallmark gene sets were related to tumor immunology, cellular mitosis, EMT, adipose/stromal processes, and androgen signaling. The x-axis in each graph subdivides the gene set expression in 4T1 compared to Py230 primary tumors at 1, 3, and 6 w p.i. The y-axis in each graph indicates the score (corresponding with the *P*-value in log_10_ scale) for the gene set expression in 4T1 compared to Py230 primary tumors. More specifically, a positive score identifies that the gene set is higher expressed in 4T1 than in Py230 primary tumors, whereas a negative score identifies the opposite. The dashed lines indicate the minimal level of significance (= 0.05 or 1.3 in log_10_ scale) and allow to identify whether the difference in expression of the hallmark gene set between 4T1 and Py230 primary tumors is statistically significant.

Next, a specific gene set for co-stimulatory and co-inhibitory T-cell receptors was investigated at 1, 3, and 6 w p.i. in 4T1 and Py230 primary tumors. 

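The 25 T-cell receptor genes shown in Figures 10A–D were all found among the genes scored. All 25 were higher in 4T1 tumors at week 1, with a median difference of 0.422 score units, and 15 of them passed an adjusted p-value of 0.05 over all genes (21 adjusted over the list alone). The 3 4T1 values lay apart from the 3 Py230 values for 21 of the 25 genes, where chance gives 10%. All 25 were higher again at week 3, with a median of 0.334 (0.126 without 4T1 replicate 1 and 0.220 without Py230 replicate 3) and 9 passing (11 adjusted over the list alone), and 7 without overlap between the models. At week 6, 13 were higher and the median was 0.00487, with either sign when 1 library was left out (-0.0605 without Py230 replicate 2 and 0.0201 without 4T1 replicate 1). Of these genes, 4 passed as higher (Cd274, Cd80, Tigit and Tnfrsf9, named after their values were seen) and 1 as lower (Tnfrsf18), with the same counts adjusted over the list alone. As a set the list did not pass camera with an estimated correlation between its genes, which was 0.691 (adjusted p = 0.324, 0.392 and 0.961 at weeks 1, 3 and 6 over 18 set tests). With fry it passed at weeks 1 and 3 (adjusted p = 0.00336 and 0.0312), as it did with camera's preset correlation, and not at week 6. Over the alternatives, adjusted p-values ranged over 3.37e-09 to 0.436 at week 1 and 8.39e-06 to 0.729 at week 3. The mean score of the 25 genes ranged from -0.120 to 0.130 in the 4T1 tumors and from -0.630 to -0.324 in the Py230 tumors at week 1. At week 3 it ranged from -0.338 to 0.337 against -0.543 to -0.214, and 1 of the 4T1 tumors fell inside the Py230 range. The genes with the smallest p-values were Cd2 on chromosome 3 (101275899 to 101287939) and Btla on chromosome 16 (45224315 to 45257670) at week 1. They differed by 0.617 (standard error 0.122, adjusted p = 0.00124) and 0.720 (standard error 0.143, adjusted p = 0.00127). At week 3 they were Cd84 on chromosome 1 (171839697 to 171890718), with 0.607 (standard error 0.147, adjusted p = 0.00271), and Cd80 on chromosome 16 (38455561 to 38496335), with 0.394 (standard error 0.0988, adjusted p = 0.00361). With only the libraries of a time point in the fit, Cd2, Cd84 and Cd80 did not pass, nor did Btla and Cd84 with the Matrigel strain difference subtracted. With 1 tumor library of week 3 left out at a time, the difference of Cd84 ran from 0.372 to 0.741.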

Individual heatmaps were generated for the expression levels at each time point and every heatmap indicated increased T-cell receptor expression in most, but not all 4T1 compared to Py230 primary tumors (Figures 10A–C). Yet, the difference in T-cell receptor gene expression between the 4T1 and Py230 primary tumors decreased over time (Figure 10D). Furthermore, gene sets for antigen presentation, macrophage polarization and cytokines/cytokine receptors were also investigated. 

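From week 1 to week 6, the difference between the models in the T-cell receptor list changed by a median of -0.411 score units. It was downward in 22 of the 25 genes and past the threshold in 10 of them, all downward (10 adjusted over the list alone). The median change was between -0.470 and -0.330 with any tumor library of these times left out. As a set the change did not pass camera with an estimated correlation (adjusted p = 0.469). It passed fry (adjusted p = 0.0401) and camera with a preset correlation (adjusted p = 8.22e-05), in a range of 8.22e-05 to 0.632 over the alternatives. The mean of the list fell in 4T1 tumors from 0.0446 ± 0.143 at week 1 to -0.197 ± 0.0158 at week 6 and rose in Py230 tumors from -0.433 ± 0.171 to -0.232 ± 0.106 (SD, n = 3 each). Tnfrsf18 on chromosome 4 (156026164 to 156028895) changed by -0.864 (standard error 0.149, adjusted p = 8.44e-05), to a difference of -0.539 at week 6 (adjusted p = 0.000162), and Cd2 changed by -0.896 (standard error 0.173, adjusted p = 0.000311). With the Matrigel strain difference subtracted, neither the difference of Tnfrsf18 at week 6 (-0.360) nor the change of Cd2 (-0.605) passed. In the authors' deposited table, the median log2 fold change of the list was 1.69, 1.75 and -0.47 at weeks 1, 3 and 6.

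**Figure D2:**
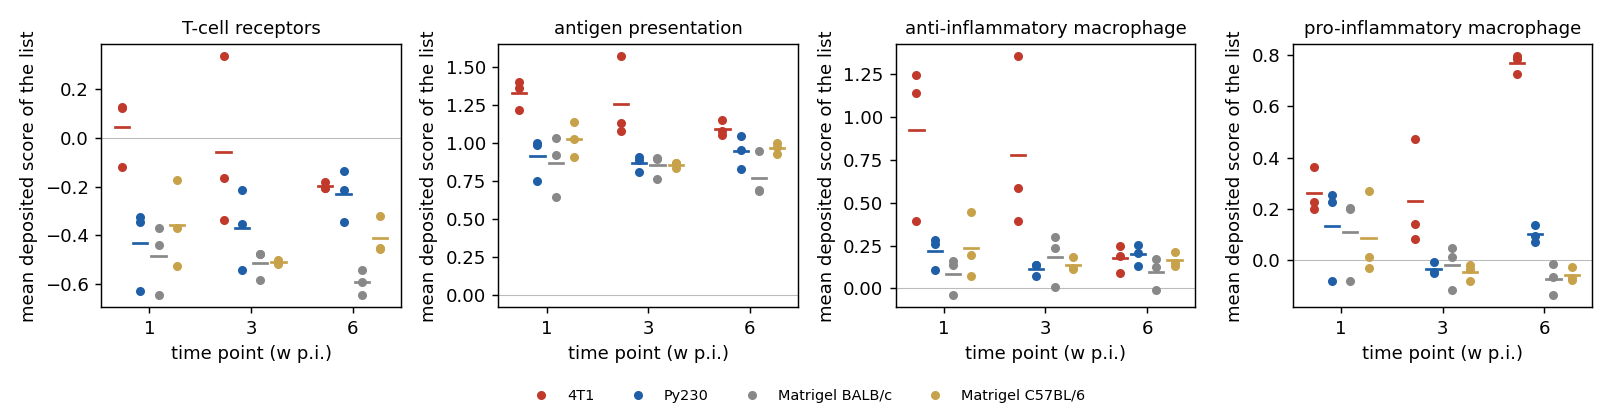
Mean deposited score of the T-cell receptor, antigen presentation, anti-inflammatory macrophage and pro-inflammatory macrophage lists in each library (y-axis, score units) at weeks 1, 3 and 6 (x-axis), for 4T1 tumors, Py230 tumors and Matrigel glands of both strains. Points are single libraries and bars the mean of 3. In the T-cell receptor list the 4T1 tumors went from 0.0446 at week 1 to -0.197 at week 6, and in the pro-inflammatory macrophage list all 3 4T1 tumors at week 6 had at least 0.728.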

Based on the heatmap, differential expression of genes involved in antigen presentation strongly decreased at 6 w p.i. in 4T1 compared to Py230 primary tumors (Figure 11A). 

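Of the 24 antigen presentation genes of Figure 11A, 23 were higher in 4T1 tumors at week 1, with a median difference of 0.372 score units, and 11 passed the threshold (16 adjusted over the list alone). At week 3 all 24 were higher, with a median of 0.339 (0.165 without 4T1 replicate 1) and 11 passing (12 adjusted over the list alone). At week 6, 15 were higher and the median was 0.0185 (-0.0568 without Py230 replicate 2 and 0.105 without Py230 replicate 3), and 7 passed as higher and 1, H2-Ob, as lower, with the same counts adjusted over the list alone. The change from week 1 to week 6 had a median of -0.283 and was downward in 21 of the 24 genes. Of these, 6 were past the threshold over all genes and 0 adjusted over the list alone, where 9 had an unadjusted p-value under 0.05. The list passed neither at week 1 or 3 nor in the change under camera with an estimated correlation (adjusted p = 0.324, 0.324 and 0.588). With fry it passed at weeks 1 and 3 (adjusted p = 0.00336 at both) and not in the change (adjusted p = 0.130), which passed only with camera's preset correlation (adjusted p = 0.00438, in a range of 0.00438 to 0.771). The mean of the list was 1.33 ± 0.0958, 1.26 ± 0.270 and 1.09 ± 0.0505 in 4T1 tumors at weeks 1, 3 and 6 (SD, n = 3 each). It was 0.913 ± 0.142, 0.869 ± 0.0507 and 0.945 ± 0.108 in Py230 tumors (SD, n = 3 each). The genes with the smallest p-values for the change were H2-Ob and H2-Ab1 on chromosome 17 (34238903 to 34254414 and 34257689 to 34269419). They changed by -0.508 (standard error 0.165, adjusted p = 0.0229) and -0.645 (standard error 0.230, adjusted p = 0.0379). Neither passed without Py230 replicate 1 of week 1 (-0.358 and -0.530), 4T1 replicate 3 of week 1 (-0.464 and -0.625), 4T1 replicate 2 of week 6 (-0.463 and -0.571) or Py230 replicate 3 of week 6 (-0.458 and -0.571), nor with the Matrigel strain difference subtracted. H2-Ab1 also did not pass without 4T1 replicate 1 of week 1 (-0.586), 4T1 replicate 3 of week 6 (-0.647) or Py230 replicate 1 of week 6 (-0.635), and H2-Ob did not with quantile normalization (-0.430), an alternative chosen after seeing the data. H2-Q2 and H2-Q10, also on chromosome 17 (35342242 to 35346762 and 35470089 to 35474563), were still higher at week 6, by 1.08 (standard error 0.0729, adjusted p = 5.00e-12) and 1.43 (standard error 0.225, adjusted p = 1.05e-05). H2-Q2 was also higher in BALB/c than in C57BL/6 Matrigel glands by 0.727, H2-Q10 was not (-0.112), and the H2 genes form a family of similar sequences that varies between strains, so reads can be split or lost between them. The authors' deposited table gives a median log2 fold change of 1.39, 1.58 and 0.02 for the list at weeks 1, 3 and 6.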

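At week 1, 16 of the 17 anti-inflammatory macrophage genes of Figure 11B were higher in 4T1 than in Py230 tumors, with a median difference of 0.714 score units and 10 past the threshold (12 adjusted over the list alone). The 16 pro-inflammatory macrophage genes had a median of 0.178 at that time (0.0338 without Py230 replicate 1 and 0.0852 without 4T1 replicate 1), with 11 of them higher. None (0) passed the threshold, also adjusted over the list alone, where 3 had an unadjusted p-value under 0.05. The medians at week 3 were 0.866 and 0.255, and without 4T1 replicate 1 they were 0.419 and 0.118. At that time 9 anti-inflammatory genes passed as higher (11 adjusted over the list alone) and 1, Socs2, as lower, and 5 pro-inflammatory genes as higher (7 adjusted over the list alone). At week 6 all 16 pro-inflammatory genes were higher, with a median of 0.546 and 13 past the threshold. The anti-inflammatory median was then 0.0480 (-0.0580 without 4T1 replicate 3, -0.0400 without Py230 replicate 1 and 0.102 without 4T1 replicate 2). In this list 1 gene was past the threshold as higher (Arg1) and 5 as lower (Egr2, Mcf2l, Retnla, Slc7a2 and Socs2), and these counts of both lists were the same adjusted over the list alone. The single genes of these counts are named after their values were seen. From week 1 to week 6 the difference fell in all 17 anti-inflammatory genes (median -0.728, 7 past the threshold and 9 adjusted over the list alone). It rose in all 16 pro-inflammatory genes (median 0.421, 7 past the threshold and 10 adjusted over the list alone). Neither list passed camera with an estimated correlation at any time or in the change (adjusted p between 0.324 and 0.794). Fry called the anti-inflammatory list at weeks 1 and 3 and in the change (adjusted p = 0.00382 each). It called the pro-inflammatory list at week 3 (adjusted p = 0.0365), at week 6 (adjusted p = 1.13e-05) and in the change (adjusted p = 0.00336), as camera with a preset correlation did. Over the alternatives, the adjusted p-values ran from 4.44e-05 to 0.466 for the anti-inflammatory list at week 1 and from 1.13e-05 to 0.436 for the pro-inflammatory list at week 6. The mean of the anti-inflammatory list was 0.923 ± 0.464 in 4T1 and 0.216 ± 0.0933 in Py230 tumors at week 1 (SD, n = 3 each). That of the pro-inflammatory list was 0.263 ± 0.0869 and 0.133 ± 0.186 at week 1 and 0.769 ± 0.0358 and 0.102 ± 0.0337 at week 6 (SD, n = 3 each). At week 1, 4T1 replicate 2 scored 0.391 in the anti-inflammatory list and the other 2 4T1 tumors 1.24 and 1.14. Pdcd1lg2 on chromosome 19 (29410919 to 29471161) and Arg1 on chromosome 10 (24915221 to 24927484) led the anti-inflammatory list at week 1 with 1.46 (standard error 0.297, adjusted p = 0.00150) and 1.09 (standard error 0.262, adjusted p = 0.00566). Arg1 did not pass without 4T1 replicate 1 (0.802). Neither gene passed with only the libraries of week 1 in the fit or with the Matrigel strain difference subtracted (1.83 and 0.529). Slc7a11 on chromosome 3 (49892526 to 50443614) and Cxcl3 on chromosome 5 (90786103 to 90789600) led the pro-inflammatory list at week 6 with 1.69 (standard error 0.185, adjusted p = 3.39e-08) and 1.25 (standard error 0.167, adjusted p = 9.08e-07). The list medians in the authors' deposited table, as log2 fold changes at weeks 1, 3 and 6, were 2.57, 3.20 and 0.03 for the anti-inflammatory and 0.36, 1.22 and 1.82 for the pro-inflammatory genes.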

Gene expression data also showed that 4T1 primary tumors change from an anti-inflammatory at 1 w p.i. to a pro-inflammatory macrophage gene signature at 6 w p.i. compared to Py230 primary tumors (Figure 11B). This finding was further supported by upregulation of pro- and downregulation of anti-inflammatory cytokines and their receptors at 6 w p.i. in 4T1 compared to Py230 primary tumors (Figure 11C).

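Because not every label of Figure 11C is legible, 21 pro-inflammatory and 5 anti-inflammatory cytokine and receptor genes were taken from the cytokines that the paper names as such, with their receptors. At week 6, 16 of the 21 pro-inflammatory genes were higher in 4T1 tumors, with a median difference of 0.0713 score units (0.124 without Py230 replicate 3). Past the threshold were 8 as higher and 2, Tnf and Tnfrsf13c (named after their values were seen), as lower, and the counts were the same adjusted over the list alone. Csf3 on chromosome 11 (98701263 to 98703629) scored 0.303 ± 0.116 in 4T1 and -0.942 ± 0.152 in Py230 tumors (SD, n = 3 each), a difference of 1.25 (standard error 0.153, adjusted p = 2.34e-07). Il1r1 on chromosome 1 (40225080 to 40317257) differed by 0.507 (standard error 0.0842, adjusted p = 2.07e-05). Of the 5 anti-inflammatory genes, 3 were higher and 2 lower, with a median of 0.0315 (0.00448 without Py230 replicate 2). At an adjusted p-value under 0.05, 0 of the 5 passed, also adjusted over the list alone, and 1, Il4, had an unadjusted p-value under 0.05. Il4 on chromosome 11 (53602982 to 53618669) differed by 0.164 (standard error 0.0675, adjusted p = 0.0532), and Il10 on chromosome 1 (131019845 to 131024974) by -0.183 (standard error 0.115, adjusted p = 0.217). With only the libraries of week 6 in the fit both passed (adjusted p = 0.0287 and 0.0399, in ranges of 0.0160 to 0.564 and 0.0399 to 0.860). As sets, the lists had adjusted p-values of 0.797 and 0.961 under camera with an estimated correlation, and 0.0783 and 0.556 under fry, in ranges of 0.0783 to 0.864 and 0.556 to 0.997 over the alternatives. Of the 19 labels of Figure 11C that are legible, 17 were found among the genes scored. Their median difference at week 6 was 0.289, with 14 of the 17 higher in 4T1 tumors, 8 past the threshold as higher and 0 as lower, also at an unadjusted p-value under 0.05.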

**Figure 10:**
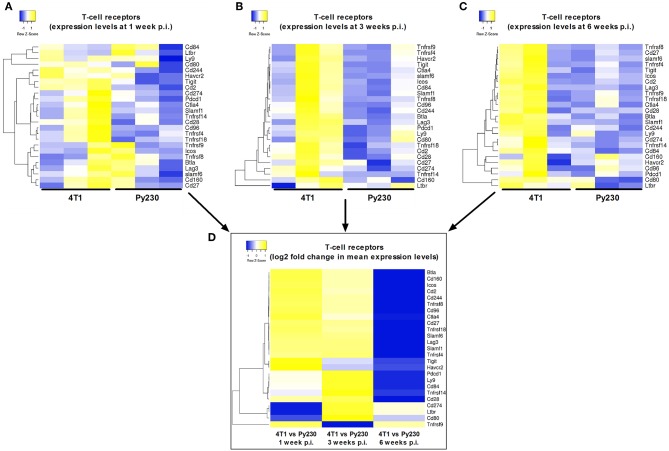
Differential expression of T-cell receptors in primary tumors of the 4T1- compared to Py230-based intraductal model. Heatmap displaying expression levels of selected genes involved in co-stimulatory/co-inhibitory T-cell receptors in three independent 4T1 and Py230 primary tumor samples at 1 w p.i. **(A)**, 3 w p.i. **(B)**, and 6 w p.i. **(C)**. **(D)** Heatmap displaying the log2 fold change in mean gene expression of the selected co-stimulatory/co-inhibitory T-cell receptors in 4T1 and Py230 primary tumor samples at 1, 3, and 6 w p.i. The selection of the T-cell receptor genes was based on the gene list from the NanoString Mouse PanCancer Immune Profiling Panel and a publication by Yu et al. (30). Hierarchical clustering was performed using Pearson distance.

**Figure 11:**
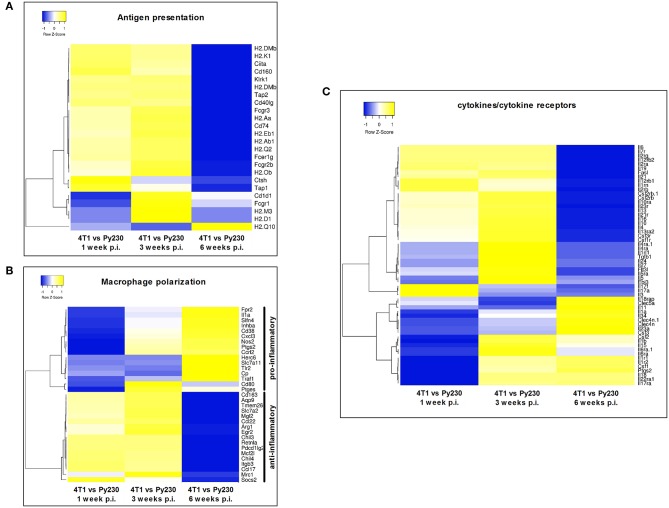
Differential expression of antigen presentation, macrophage polarization and cytokines/cytokine receptor gene sets in primary tumors of the 4T1- compared to Py230-based intraductal model. Heatmaps displaying the log2 fold change in mean gene expression of selected genes involved in antigen presentation, macrophage polarization and cytokines/cytokine receptors in 4T1 and Py230 primary tumor samples at 1, 3, and 6 w p.i. The selection of the genes was based on the gene list from the NanoString Mouse PanCancer Immune Profiling Panel and a publication by Yu et al. (30). Genes that characterize pro-inflammatory and anti-inflammatory macrophage polarization were selected based on a publication by Jablonski et al. (31). Hierarchical clustering was performed using Pearson distance.

## Discussion

Inoculation of murine mammary tumor cells in the teat duct is increasingly accepted as an alternative to the classical fat pad inoculation for studying breast cancer. The added value of such intraductally established tumors is that they grow from within the mammary ducts and first undergo ductal breakthrough prior to their invasion of the mammary fat pad and their metastasis to other organs, which more closely resembles the disease process in humans (3–5). The use of fully immunocompetent syngeneic mice further allows to study the influence of the immune system, which has recently been recognized to play a key role in mammary tumor progression (25, 26). In this context, we have previously shown that macrophages are critical regulators of the DCIS to IC progression and stimulate metastasis in the 4T1-based syngeneic intraductal model for TNBC (4). With the current comparative study, we aimed to gain deeper insight in the immunological changes underlying aggressive 4T1 vs. non-aggressive Py230 intraductal tumor progression, providing further characterization of the intraductal model prior to its envisaged use for evaluation of novel breast cancer therapeutics.

Following intraductal inoculation, 4T1 tumor cells initially grew faster and showed earlier ductal breakthrough than Py230 tumor cells, reproducibly metastasizing to axillary lymph nodes, lungs and livers at 6 w p.i., in marked contrast to the absence of metastases in the Py230-based intraductal model. Although it was not checked how long it takes for the Py230-based intraductal model to induce detectable metastases, previous studies reported that it may take up to 20 weeks for the development of Py230 lung metastases (14). Indeed, the Py230 tumor cell line is not susceptible to EMT, being an important feature to gain migratory and hence metastatic capacity (32, 33).

At 6 w p.i., 4T1 and Py230 primary tumors had a similar size, which could be explained by their marked difference in Ki67 positivity and Ki67 proliferation index, reflecting a decreased proliferation of 4T1 in time compared to Py230 primary tumors. Indeed, 4T1 tumors are typically only highly proliferative at the edges being a hallmark of their aggressive invasive and metastatic character (34) while their core remains poorly proliferative due to a lack of essential nutrients and oxygen (30). Our data further demonstrated that Py230 tumors were able to catch up with 4T1 tumor growth by proliferating both at the tumor core and the edges. Complementary RNA-seq analysis could attribute this decreased proliferation of 4T1 compared to Py230 primary tumors to the significant downregulation of genes involved in cellular mitosis at 3 w p.i. At that time point, a significant upregulation of genes involved in EMT and adipogenic/stromal processes indicated that 4T1 cells focus on both EMT and stromal development for metastasis rather than on primary tumor growth compared to Py230 cells. The increased expression of genes related to adipogenesis and stromal processes can also be explained by the fact that both 4T1 and Py230 cells were injected in actively involuting mammary glands. Lactation makes the teat orifice accessible for intraductal inoculation without surgery or microscopic guidance (3, 5). Moreover, it offers a representative model for pregnancy-associated breast cancer, which is associated with high mortality rates in young women and has remained understudied till date (35, 36).

The aggressive metastatic progression of the 4T1-based tumors was further associated with increased local and systemic levels of MMP-9, an essential matrix degrading protein that paves the way for invasion, and of VEGF, which is an important driver of blood vessel development for sustaining oxygen and nutrient supply and for transporting tumor cells to distant organs. Of relevance, the kinetic variation of MMP-9 and VEGF levels in their local fold inductions showed a remarkable resemblance with the differential primary tumor growth between the TNBC models and the RNA-seq data. Indeed, at 1 w p.i., when 4T1 primary tumors were significantly more proliferative than Py230 primary tumors and cellular mitosis hallmarks were significantly increased in 4T1 compared to Py230 primary tumors, the MMP-9 levels were also more induced, allowing the fast expansion and ductal breakthrough of 4T1 tumor cells. However, at 3 w p.i., 4T1 primary tumors had become more oriented toward adipose/stromal processes, including angiogenesis, resulting in a significant induction of VEGF. 

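The angiogenesis hallmark is the smallest of the sets, with 32 genes, and its NES at week 3 was 1.87 (adjusted p = 0.00359). The change of the difference from week 1 to week 3 had a NES of 2.39 (adjusted p = 1.59e-05). With any tumor library of week 3 left out, the NES lay between 1.56 and 2.03. It did not pass without Py230 replicate 1 (adjusted p = 0.0664) or under camera with an estimated correlation (adjusted p = 0.512), in a range of 0.000104 to 0.512. The mean z-score of its genes at week 3 was 0.114 ± 0.140 in 4T1 tumors and -0.506 ± 0.351 in Py230 tumors (SD, n = 3 each). Nrp1 on chromosome 8 (128358604 to 128503363) was higher in 4T1 tumors by 0.240 (standard error 0.0583, adjusted p = 0.00281) and Tnfrsf21 on chromosome 17 (43016555 to 43089189) lower by 0.367 (standard error 0.0999, adjusted p = 0.00671). Neither gene passed without Py230 replicate 1, with 0.151 and -0.240, or with only the libraries of that time point in the fit, and Tnfrsf21 did not with the Matrigel strain difference subtracted (-0.296). Vegfa, the gene of VEGF, differed by 0.0831 at week 3 and did not pass (adjusted p = 0.580). Its difference was -0.354 at week 1 (adjusted p = 0.0170) and 0.253 at week 6 (adjusted p = 0.0487).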

In line with these results, the hallmark angiogenesis was most strongly and significantly upregulated at 3 w p.i. in 4T1 compared to Py230 primary tumors, as shown in the RNA-seq data. At 6 w p.i., local MMP-9 was again more induced compared to VEGF, which may correspond with enhanced matrix degradation to allow metastatic progression. However, this late MMP-9 induction was lower than the early one at 1 w p.i., which may be due to the similar tumor sizes and cellular mitosis at 6 w p.i. in 4T1- vs. Py230-based primary tumors. In marked contrast, the VEGF induction at 6 w p.i remained similar to that at 1 w p.i., corroborating the 4T1- vs. the Py230-based primary tumor RNA-seq data for the hallmark angiogenesis. 

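The NES of the angiogenesis hallmark was -1.45 at week 1 (adjusted p = 0.0928) and -0.891 at week 6 (adjusted p = 0.736), and the change between these times had a NES of 0.898 (adjusted p = 0.711). Neither sign was settled, because ranking the genes by the difference in score instead of limma's statistic gave 1.16 at week 1 and 1.12 at week 6, and leaving out 4T1 replicate 2 gave 0.712 at week 6. The mean z-score of its genes was 0.0345 ± 0.117 in 4T1 and 0.304 ± 0.0499 in Py230 tumors at week 1, and -0.112 ± 0.290 and -0.0599 ± 0.242 at week 6 (SD, n = 3 each).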

The increased fold induction of MMP-9 compared to VEGF at 6 w p.i. in serum was in line with the increased systemic disease at that endpoint in the 4T1- compared to the Py230-based TNBC model as also shown by the enhanced metastasis and splenomegaly data.

Similar to VEGF levels, CD31 positivity identified enhanced vascularity in the 4T1-based intraductal model. CAIX positivity reflected the increased hypoxia in 4T1 primary tumors corroborating the decreased proliferation in the 4T1 tumor core, which the 4T1 tumor cells try to alleviate by stimulating angiogenesis for enhanced oxygen and nutrient supply, and by increasing CAIX production for pH regulation (19). An alternative hypoxia biomarker is pimonidazole, which needs to be injected 1–2 h before scarification of the tumor-bearing mice and has been regarded as more superior because of this exogenous use in contrast to the endogenously produced CAIX (37, 38). Yet, several studies have reported a good agreement and only minor variations between both these hypoxia stainings on tumor sections from different cancer types, including breast cancer (39). Upon side-by-side comparison of CAIX and pimonidazole stainings on 4T1 tumor sections in our group, we also observed similar patterns and tumor hypoxia (data not shown). In marked contrast to 4T1 primary tumors, Py230 tumors showed only limited CAIX and CD31 positivity, indicative for a more oxygen-enriched and nutritious tumor environment enhancing cell viability and proliferation both at the tumor core and edges, stimulating a fast and controlled tumor outgrowth. In line with our results, Yang et al. also categorized 4T1 tumors as highly angiogenic and invasive, but weakly proliferative compared to other mammary tumor cell lines following orthotopic immunocompetent inoculation in the mammary fat pad (40).

Progressing 4T1 tumors are associated with severe splenomegaly due to granulocytic hyperplasia (20, 21). Our results also showed how spleen sizes significantly increased over time in the 4T1-based intraductal model, whereas in the Py230-based intraductal model spleens remained almost at a normal size, suggesting differential leukemoid reactions in both models. CHI3L1 and LCN2, two immune-related biomarkers used for monitoring intraductal tumor progression (3, 4) and breast cancer patient prognosis (22–24), confirmed the differential tumor progression and immunology with differential levels in spleens, primary tumors and serum of both models. Immunophenotyping identified an increase of immune cells in the 4T1 and Py230 primary tumors that corresponded to the ductal mammary tumor progression in each intraductal model, corroborating previous studies that associated immune cell infiltration with tumor cell invasion in breast cancer (41, 42). Both the abundance, localization and type of immune cell populations were further investigated through immunohistochemistry. Most immune cells surrounded the mammary tumors, including CD163^+^ TAMs. These TAMs are one of the most abundant type of immune cells in 4T1 and Py230 primary tumors at 1 w p.i., corroborating previous studies in mice and humans (30, 42) and highlighting their involvement in DCIS to IC progression as shown recently by our group (4). Others have also shown that macrophage depletion reduces tumor growth and invasion at early stages (43–46). Over time, more Ly6G^+^ TANs and CD3ε^+^ TILs were found within the primary tumor mass. The role of these cell types in DCIS to IC transition is not well-known, yet both pro- and anti-tumor properties have been attributed to them (47–49). CD11c^+^ TADCs were also increasingly found over time within the tumor mass in both intraductal models and are important in T-cell activation through their antigen presenting function. As CD11c^+^ TADCs and TILs are strongly correlated in TNBC (50), the increase in TADCs corroborates with an upregulation of CD3ε^+^, CD8a^+^, and CD4^+^ cells in primary tumors. Moreover, as both 4T1 and Py230 tumors were infiltrated with TILs, and more specifically immunoreactive CD8a^+^ cytotoxic T-cells and CD4^+^ T-helper cells, they can be classified as so called “hot” tumors (51). Yet, FoxP3^+^ regulatory T-cells were upregulated in Py230 compared to 4T1 primary tumors, highlighting a strongly immunosuppressed and proliferative microenvironment in the Py230-based model. The progressive NF-κB activation in Py230 primary tumors and draining axillary lymph nodes corroborated the increases in tumor immune cell populations over time.

Cytokine profiles further corroborated the enhanced local and systemic leukemoid responses in the 4T1- compared to Py230-based intraductal model. More specifically, 4T1 primary tumors showed a stimulated pro-inflammatory cytokine profile including IL-1β, IL-6, IFN-γ, and TNF-α, suggesting a cytotoxic immune microenvironment with T-cell activation. Although increased TGF-β1 levels in the 4T1-based intraductal model might indicate immunosuppression, they can also be attributed to 4T1 tumor invasion (52). In marked contrast, Py230 primary tumors showed a stimulated anti-inflammatory cytokine profile including increased IL-10 and IL-4 levels at all time points, corroborating the enhanced regulatory T-cell positivity and immunosuppressive properties of Py230 primary tumors. Moreover, based on granzyme B and PD-1 positivity, 4T1 tumors showed significantly stronger activation of cytotoxic T-cells compared to Py230 tumors, in line with the differential cytokine profiles.

An important remaining question is what regulates and determines the immunological differences between both intraductal TNBC models. An important tumor cell extrinsic factor that should not be neglected and could have influenced the tumor immunology is the mouse strain-dependent immune bias. Indeed, BALB/c mice are notoriously Th2 skewed and produce potent antibody responses, which is one of the reasons that this is the strain of choice for hybridoma production, allergy studies and anti-parasite studies (30, 53–55). On the other hand, C57BL/6 mice are much more Th1 prone, which is the reason why this strain is frequently used for viral and tumor studies (30, 53–55). Yet, the current study shows that C57BL/6-derived Py230 primary tumors are more immunosuppressive compared to BALB/c-derived 4T1 primary tumors, demonstrating that tumor cell intrinsic or other extrinsic factors overruled the strain-specific immunity in regulating the mammary tumor immune responses and phenotype. Of note, other frequently used C57BL/6-derived tumor cell lines are known to be highly inflammatory compared to BALB/c-derived tumors (40, 56), demonstrating that not every tumor in C57BL/6 mice is less inflammatory and again suggesting that intrinsic/extrinsic factors play a key role in shaping tumor immunity in mouse models. The specific environment in which tumor cells grow can also highly impact on the tumor immunology and immunotherapeutic responses (30). To this end, orthotopic implantation of tumor cells has been reported to establish a highly immunosuppressive tumor phenotype that is less responsive to immunotherapy compared to subcutaneously implanted tumors (30, 57). Since the mammary ducts are considered as the truly orthotopic injection site for mammary tumor cells (5, 8), the intraductal model is most likely to resemble the correct immunophenotype associated with implanted mammary tumor cell lines and also mimic tumor immunology and therapeutic responses observed in patients. Furthermore, it may be a concern that only 4T1 cells carried a luciferase reporter gene, which as a foreign gene could influence the differential tumor immunology between the 4T1- and Py230-based intraductal model. However, previous reports have shown that luciferase is a very weak antigen and does not significantly alter tumor progression (58, 59). Moreover, 4T1 cells are also intrinsically weakly immunogenic and have a limited mutational burden (40, 58).

Further corroborating the cytokine profiles and the reports that T-cell activation may decrease tumor proliferation, RNA-seq also identified increased tumor-associated immune responses in 4T1 compared to Py230 primary tumors. However, there was a decreasing trend over time in all immunology-related gene sets, indicating that Py230 primary tumors were catching up with 4T1 tumor immunology. This finding was also highlighted by gene sets for T-cell receptors and antigen presentation, showing a decrease over time in differential gene expression between 4T1 and Py230 primary tumors. Interestingly, CD274, also referred to as the immune checkpoint protein programmed death-ligand 1 (PD-L1), was one of the few genes that remained upregulated at 6 w p.i. compared to 1 w p.i., suggesting that the PD-L1 axis plays a critical role in 4T1 tumor progression. 

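Cd274 lies on chromosome 19 of mm10 from 29367455 to 29388095. Its score was 0.592 ± 0.140, 0.750 ± 0.342 and 0.774 ± 0.124 in 4T1 tumors and 0.296 ± 0.109, 0.292 ± 0.0781 and 0.289 ± 0.157 in Py230 tumors at weeks 1, 3 and 6 (SD, n = 3 each). The difference was 0.297 at week 1 (standard error 0.118, adjusted p = 0.0756), 0.458 at week 3 (adjusted p = 0.00438) and 0.485 at week 6 (adjusted p = 0.00155). The change from week 1 to week 6 was 0.188 (standard error 0.167, adjusted p = 0.432), so an increase of the difference was not shown. The change was 0.111 without Py230 replicate 2 of week 6 and 0.119 without 4T1 replicate 2 of week 1. At week 6 the difference was between 0.407 and 0.565 with any library of that time left out, and it was 0.737 with the Matrigel strain difference subtracted. At week 3 it was 0.278 without 4T1 replicate 1, which scored 1.11, and did not pass (adjusted p = 0.0529). Nor did it with only the libraries of that time in the fit or with the Matrigel strain difference subtracted (0.259). At week 1 it was 0.366 without 4T1 replicate 2 and passed (adjusted p = 0.0409). The ranges over all alternatives were 0.000362 to 0.343 at week 3 and 0.0409 to 0.282 at week 1. The authors' deposited table gives log2 fold changes of 1.03, 1.95 and 1.61 for Cd274, with adjusted p-values of 0.0611, 4.19e-05 and 0.000572.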

The latter increase in expression also corroborates the increased protein levels of IFN-γ, an important inducer for PD-L1 (60). Nevertheless, Mosely et al. reported that anti-PD-L1 treatment of 4T1 tumors fails to induce an effective therapeutic response (56). Upon further investigation these authors identified that granulocytic myeloid-derived suppressor cells (MDSCs) were present in high numbers in these 4T1 primary tumors, highlighting excessive granulocytosis in the 4T1-based intraductal model (56). The decreased expression of anti-inflammatory and increased expression of pro-inflammatory cytokines and macrophage markers over time in 4T1 compared to Py230 primary tumors again confirmed that Py230 tumors are highly immunosuppressed and likely will be even more refractory to checkpoint inhibitors. It can be suggested that in order to overcome immunosuppression and allow effective immunotherapy in both intraductal models for TNBC, an additional layer of treatment may be required, such as chemotherapy, radiotherapy, agonists of T-cell co-stimulatory receptors or vaccines (56, 61, 62). Alternatively, Li et al. recently reported that TNBC can be eradicated by targeting glycosylated PD-L1, inducing both immune re-activation as well as 4T1 tumor cell killing (63). The current study also showed a remarkable upregulation of genes related to androgen signaling in Py230 primary tumors, indicating that androgens play an important role in intraductal Py230 tumor outgrowth (64). It can therefore be suggested that inhibition of androgen receptor signaling may provide a beneficial therapeutic effect in the Py230-based intraductal model for TNBC. Of relevance and in line with this hypothesis, a subset of TNBC patients shows high expression of the androgen receptor and remains difficult to treat, but shows good responses to anti-androgen therapy (65).

Taken together, the 4T1- and Py230-based intraductal model are characterized by a different tumor outgrowth and associated tumor microenvironment. More specifically, whereas 4T1 tumors are aggressively metastatic and show high levels of EMT, hypoxia and inflammation, Py230 tumors remain locally invasive and show high proliferation and immunosuppression. These differential models may broadly represent the clinically observed TNBC diversity and together provide a powerful tool to evaluate immunotherapy and therapeutic combinations in a truly orthotopic environment at both early (DCIS) or late stage (IC) breast carcinoma.

## Data Availability Statement

The RNA-seq data has been uploaded to GEO (Gene-Expression Omnibus)—the accession number is GSE140192. Other raw data supporting the conclusions of this manuscript will be made available by the authors, without undue reservation, to any qualified researcher.

## Ethics Statement

The animal study was reviewed and approved by the Committee on the Ethics of Animal Experiments of The Faculty of Veterinary Medicine at Ghent University (approval numbers: EC2015/127, EC2016/56 and EC2017/80).

## Author Contributions

JS, SV, and EM concepted and designed the study. JS, NV, and KD acquired the data. JS, NV, KD, and SV analyzed and interpreted the data. JS drafted the manuscript. OD, NS, WV, LD, SV, and EM critically revised the manuscript. JS, NV, KD, OD, NS, WV, LD, SV, and EM gave their approval of the final manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

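RNA-seq was done on 36 libraries, 3 in each of 12 groups: 4T1 tumors in BALB/c glands, Py230 tumors in C57BL/6 glands, and glands of both strains injected with Matrigel alone, at weeks 1, 3 and 6 after injection. Each library was taken as 1 biological replicate, with its condition read from the sample titles, and 0 columns of the expression table were left unmapped. Neither the labels nor the paper give a batch of sequencing or library preparation. Replicate numbers were not taken as pairs, because the paper does not pair the animals and, after the group means were removed, only 10 of 27 pairs of libraries with the same number had a correlation above 0.1, in a range of -0.568 to 0.564. Copies of a library under another name were looked for and not found, the highest correlation between 2 libraries being 0.993 and the lowest within a group 0.947.

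The authors prepared stranded libraries, sequenced pairs of reads, mapped them with STAR to mm10, counted reads per gene with the summariseOverlaps function of GenomicAlignments, normalized and tested with DESeq2, and tested hallmark gene sets by GSEA after mapping mouse genes to human homologs. The paper gives no version of these tools and does not name the gene annotation. The deposited expression values are score values and not counts: within each library they have a mean of 0 and an SD of 1 over all genes, so the authors standardized each library before deposit, a step the methods do not describe. The authors' deposited tables of the comparison of 4T1 with Py230 tumors at each time point hold log2 fold changes, standard errors, Wald statistics, p-values and mean normalized counts, and a further deposited table gives the membership of genes in 28 hallmarks. These tables were used for the gene sets, for the level of expression and as a second set of values beside the scores. The paper states the number of reads aimed at per sample, but the depth reached cannot be read from the scores, so no interval for counting error was computed and the precision of every value rests on the spread between replicates. Gene symbols came from the deposited tables, and 5384 genes without one were named from the mouse reference, which is on the same build (mm10).

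The scores were analysed in R 4.3.3 with limma 3.58.1 as a linear model with 1 mean per group over all 36 libraries, with empirical Bayes moderation (mean-variance trend, robust), and p-values were adjusted by the Benjamini-Hochberg method over all genes with a threshold of 0.05. The comparisons were 4T1 against Py230 tumors at each time point, the change of this difference between time points, each tumor against the Matrigel glands of its strain, and the Matrigel glands of both strains. Differences are in score units. Genes were named by a rule: the genes that the paper names for its RNA-seq data and Cd274, at each time point the 2 largest differences in each direction among called genes without overlap between the models and with a mean normalized count of at least 100 in the authors' deposited table, and for each list and hallmark group the 2 genes with the smallest p-value at the time point of the sentence. The count of 100 took the place of a limit in CPM, which cannot be computed from the scores.

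Lists of genes were taken from the labels of Figures 10 and 11 and from the cytokines the paper names: 25 T-cell receptor genes, 24 antigen presentation genes, 16 pro-inflammatory and 17 anti-inflammatory macrophage genes, 21 pro-inflammatory and 5 anti-inflammatory cytokine and receptor genes, and 17 of the 19 legible labels of Figure 11C. The paper bases the selection of the genes of these figures on a commercial panel and on publications, and it does not state whether the values of these libraries entered it. Lists were tested with camera and an estimated correlation between genes, adjusted over 18 tests, with fry and camera at a preset correlation of 0.01 as alternatives. Further lists were written from general knowledge to weigh explanations: markers of adipocytes, skeletal muscle, lactating epithelium, luminal tumor epithelium, keratinocytes, erythroid cells, neutrophils, B cells of lymph nodes and proliferation, 5 genes that differ between the strains or the sexes, and 31 genes of the proteins that the paper measured by other assays.

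Hallmarks were tested by pre-ranked GSEA with fgsea 1.28.0 on limma's moderated statistic, with sizes from 5 to 1000 genes allowed and adjustment over 28 hallmarks. The groups immunology (9 hallmarks), mitosis (7), EMT (1), stromal (10) and androgen response (1) are those of the paper. For single libraries, the z-scores of a hallmark's genes over the 36 libraries were averaged, and group means were compared by permutation tests, two-sided, by enumeration where a group has fewer than 10 libraries and by 1e+05 resamples otherwise. Random steps started from seed 1 or another fixed seed.

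The code was tested on simulated data with the layout of the deposited table. Of 100 genes changed by 1 score unit 98% were recovered and of 100 changed by 0.5 score units 82%, 3.23% of 186 calls were false, and 0 genes were called where nothing was changed. GSEA called a shifted hallmark, 0 of 8 hallmarks that shared no gene with it, and 0 of 28 where nothing was shifted. All genes of this simulation were drawn independently of each other. It therefore does not show how often GSEA calls unshifted sets of correlated genes, as in the data. In 100 runs with an unshifted list whose genes were correlated by 0.6, camera with an estimated correlation and fry each gave a nominal p-value under 0.05 in 9%, and camera with a preset correlation in 58%. With a shift of 0.42 score units in the list, the shares were 99%, 99% and 100%. The genes outside the list varied independently in these runs and did not differ between the groups compared. These shares therefore do not carry over to the data, where many other genes differed. The exact permutation test gave 2.8% false calls in 1000 runs on independent values in smaller groups than those compared in the data. Groups that small allow few different p-values, so this rate was largely set in advance and does not check the larger comparisons.

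The lists from the paper, the comparisons, the naming rule and a first set of alternatives were written before the data were examined, for raw counts and a model of counts. Because the values are scores, limma took the place of that model, its moderated statistic that of the ranking statistic, and the difference in score that of the log2 fold change. The alternatives were only the compared libraries in the fit, the Matrigel difference subtracted, the replicate number as a block, each library left out in turn, the nominal p-value of the paper, the other set tests, another ranking and scores without z-scores. Quantile and cyclic loess normalization, a robust rescaling of each library (MASS 7.3.60.0.1), a mean normalized count of at least 10 (19073 genes), ranking by the authors' statistic and a covariate of adipocyte markers were chosen after seeing the data. Other experiments of the paper (protein, flow cytometry, histology and imaging) were not analysed here, since the expression table holds only the RNA-seq libraries.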

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

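The tests of the strain difference for genes of at least 1 score unit and for immunology hallmarks, and the splits of the Matrigel libraries and of the gene counts that changed over time, were chosen only after the result was seen.

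The difference between 4T1 and Py230 tumors changed over time, tested as the difference of differences, for 3307 genes from week 1 to week 3 (1058 of them upward), for 5784 from week 3 to week 6 (3862) and for 5928 from week 1 to week 6 (3239). In 100 of the possible splits of the tumor libraries within both time points, as many genes changed in 8, 7 and 4 splits, the real one included. Of these, 5, 6 and 3 kept the 2 models apart at one of both time points and so hold part of the difference between them. Of the 80 splits that mixed the models at both time points, 2 gave as many genes from week 1 to week 3, and 0 did from week 3 to week 6 (at most 1328) or from week 1 to week 6 (at most 1). A mixed split puts the difference between the real groups into the spread within its own groups. By itself this lowers the number of genes called, here and below, so low counts of mixed splits do not show that the difference changed. This breakdown of the splits, here and below, was made after the counts were seen. These counts of changes were not recomputed under another normalization, so the scaling of the scores stays open for them, although at single time points the number of differing genes with quantile normalization, chosen after seeing the data, was 4174 at week 1, 6570 at week 3 and 9057 at week 6. A difference in depth stays open as well, since the depth is unknown, and so does a different growth of both tumor lines, which was not tested.

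All 7 mitosis hallmarks fell in the difference from week 1 to week 3, and 15 of 100 splits gave as many in either direction, 10 of them with the models mixed at both time points. With Matrigel subtracted 5 hallmarks were lower in 4T1 tumors at week 3 and 6 fell, which argues against a strain difference of the gland as the whole cause. With the adipocyte covariate 7 were lower at week 3 and 7 fell. This covariate has 1 straight slope per gene over all 36 libraries. It cannot be relied on to remove a difference in the share of fatty gland tissue. At week 3, 4T1 replicates 2 and 3 had adipocyte scores of 2.09 and 2.22 and mitosis scores of -0.320 and -0.420. Replicate 1 had 0.710 and 0.112, and BALB/c Matrigel glands then averaged 2.10 and -0.404. The share of fatty gland tissue thus stays open as a cause. The mitosis score and the adipocyte markers were also related over the tumor libraries (below, among the other observations). Of the other set tests, fry called 6 and camera with a preset correlation 5, but camera with an estimated correlation 0 (0 at an unadjusted p-value under 0.05). Because 15 of 100 splits gave as many, the number of hallmarks that fell does not alone set the models apart from other groupings. Depth and a difference in growth between the models stay open as well.

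Of the 10 stromal hallmarks, 8 rose from week 1 to week 3, and 24 of 100 splits gave as many, 19 of them with the models mixed at both time points. The number that rose thus does not alone set the models apart from other groupings. With the adipocyte covariate 5 rose, and 3 in place of 5 were higher in 4T1 tumors at week 3, between the limits that had been set for a cause and against it. A share of fatty gland tissue in the libraries and a difference of the tumors themselves therefore cannot be told apart for these hallmarks at week 3. The number at week 3 was 8 without 4T1 replicate 1, 3 without 4T1 replicate 2 and 2 without Py230 replicate 1. Of the 12 adipocyte markers, 5 belong to stromal hallmarks and were left out of the stromal score when both were compared. Of the markers with high scores, Adipoq had mean scores of 1.44, 1.74 and -0.331 in 4T1 tumors at weeks 1, 3 and 6 and 2.01, 1.55 and 0.422 in Py230 tumors, and Fabp4 had 2.22, 2.39 and 0.814 against 2.53, 2.08 and 1.03.

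For the EMT hallmark, change of the 4T1 vs Py230 difference from 1 to 3 w, the NES was 3.29, and 4 of 100 splits gave one as large in either direction, 3 of them with the models mixed at both time points. With the adipocyte covariate it was 3.27, and for the EMT hallmark, 4T1 vs Py230 at 3 w, it was 2.45. For the reason given for the mitosis hallmarks, this covariate does not decide on the share of fatty tissue. Matrigel subtracted (3.16 for the change and 3.23 at week 3) argues against a strain difference of the gland, and quantile (3.08) and cyclic loess normalization (2.86 for the change), chosen after seeing the data, against the scaling. Camera with an estimated correlation gave a mean statistic of 1.83 that did not pass (adjusted p = 0.302, with adjusted p-values from 5.75e-33 to 0.302 over the alternatives). The depth of the libraries and the share of fatty tissue stay open as explanations, beside a difference between both tumor models that the design names.

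From week 1 to week 6, 3 immunology hallmarks fell, and 82 of 100 splits gave as many in either direction, 68 of them with the models mixed at both time points, so the number does not set the models apart from other groupings. Fry and camera with an estimated correlation called 0, also at an unadjusted p-value under 0.05. Without Py230 replicate 1 of week 1 the number was 0, without Py230 replicate 3 of week 1 or Py230 replicate 2 of week 6 it was 5, and without 4T1 replicate 1 or 3 of week 1, 4T1 replicate 3 of week 6 or Py230 replicate 3 of week 6 it was 1. For the 6 immunology hallmarks that were higher in 4T1 tumors at week 1, 0 were also higher in the Matrigel glands of BALB/c mice at that time (0 at an unadjusted p-value under 0.05), which argues against a strain difference of the gland as the source of that difference.

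Between the Matrigel glands of BALB/c and C57BL/6 mice, a comparison the paper does not report, 662, 816 and 832 genes differed at weeks 1, 3 and 6 (339, 410 and 361 higher in BALB/c), with 2614, 3004 and 3002 at an unadjusted p-value under 0.05. Of the 10 splits of the 6 libraries, 1 gave as many genes at each time, the real one, and 10 splits allow no smaller share. The other splits gave up to 534 genes at week 1, for BALB/c replicates 1 and 2 with C57BL/6 replicate 2 against the rest, and 0 at weeks 3 and 6. Of the 94 genes that differed by at least 1 score unit between 4T1 and Py230 tumors at week 1, 43 (45.7%) had a Matrigel difference in the same direction, against 2.83% of all genes. At week 3 these were 48 of 142 (33.8%, against 3.33%) and at week 6, 41 of 460 (8.91%, against 2.93%). Because each line grows in its own strain, strain and tumor line cannot be told apart for the genes with such a Matrigel difference. Of the genes named for the largest differences at week 6, Hmga2 (3.19), Hhip (2.63), Csn3 (-2.58) and Igfbp2 (-2.59) kept these differences with Matrigel subtracted, which argues against a strain difference of the gland as the whole cause for them. Variants of either strain against the reference that only tumor cells express stay open.

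In the Matrigel glands, 4 mitosis hallmarks were lower in BALB/c mice at week 3: G2M checkpoint (NES -2.90), E2F targets (-2.58), MYC targets V1 (-2.07) and mitotic spindle (-1.97). At week 1, 4 immunology hallmarks were lower in BALB/c mice, IFN-γ response (-2.29), allograft rejection (-2.26), IFN-α response (-2.12) and inflammatory response (-1.84), and 7 had an unadjusted p-value under 0.05. Of the 10 splits of the 6 libraries, 4 gave as many mitosis hallmarks in either direction and 7 as many immunology hallmarks, so neither number stands out from other groupings of these libraries. The median difference of proliferation markers at week 3 was -0.268 in the Matrigel glands, and that of adipocyte markers was -0.0694 at week 1 and -0.0296 at week 3. A strain difference, which the design names, and the composition of the glands stay open.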

How the results depend on the processing

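The alternatives on normalization, the robust rescaling, the mean count filter, the ranking by the authors' statistic and the adipocyte covariate were tests chosen only after the results were seen. DESeq2, RLE and upper quartile factors, both alternative count filters and another prior count were not run, because they need counts. The depth of the libraries is unknown, which leaves open how far differences of genes with few reads are limited by counting error. Of 48 results for single named genes, 22 kept their direction and their side of the threshold under every alternative tried and 26 changed under at least 1. Over all settings, single genes gave 558 values with the same call, 40 that no longer passed, 4 that newly passed and 4 that reversed, and all other results 772 unchanged, 89 moved, 16 no longer passing, 23 newly passing and 25 reversed. Where no cause is given below, the cause was not tested.

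The EMT hallmark at week 3 and its rise from week 1 to week 3 kept their direction under the alternatives each was tried on, and the sign of all list medians at weeks 1 and 3 did as well. Robust rescaling was tried on none of these, and the ranking by the authors' statistic was not tried on the rise or the lists. At least 5 mitosis hallmarks were lower in 4T1 tumors at week 3 and at least 5 fell from week 1 to week 3 under the alternatives tried, except camera with an estimated correlation, where 0 passed. The number of genes called at week 1 was 1487 with only the compared libraries, 66 with Matrigel subtracted and 7404 at a nominal p-value, at week 3 it was 434 and 1980 for the first 2 of these, and at week 6 it was 5517 with Matrigel subtracted. Fewer libraries leave fewer degrees of freedom, and subtracting Matrigel adds the error of 2 more groups, so both lower the counts by their construction.

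With Matrigel subtracted, EMT no longer passed at week 1 (-0.839) and reversed at week 6 (1.17), androgen response reversed at week 1 (-1.16) and no longer passed at week 3 (-1.26), angiogenesis reversed at week 6 (0.868), and 2 mitosis hallmarks were higher at week 6 in place of 1. The genes Trim12a (0.0642), Rps2 (0.0380) and Sycp1 (-0.0688) at week 1 and Rps2 (0.136) at week 3 reversed, each beside a Matrigel strain difference of about the same size as the tumor difference, and 15 other single genes no longer passed. With only the compared libraries, EMT reversed at week 6 (1.36), 6 immunology hallmarks were higher and 5 stromal hallmarks lower at week 6, and 0 mitosis hallmarks were higher at week 6, while 9 single genes no longer passed and 2 newly did. With the replicate block, 0 mitosis and 0 stromal hallmarks were higher at week 6, 7 immunology hallmarks positive at all time points became 8, and no other of 50 results moved by more than 1.5 times or changed its direction or call, nor did a single gene. At a nominal p-value, 2 mitosis hallmarks were higher and 5 stromal hallmarks lower at week 6, since that threshold is the looser one. Ranked by log2 fold change, here the difference in score, androgen response (-0.997) and angiogenesis (1.16) reversed at week 1 and angiogenesis (1.12) at week 6, and at that time 6 immunology hallmarks were higher, 7 stromal hallmarks lower, and 0 mitosis and 0 stromal hallmarks higher.

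Of the set tests, camera with an estimated correlation and fry weighed more than the other choices on the hallmarks, and camera with a preset correlation did not. Under camera with an estimated correlation, the number of hallmarks past the threshold was 0 for immunology, mitosis and stromal at weeks 1 and 3, for the changes from week 1 to weeks 3 and 6, and at week 6 except 1 stromal hallmark lower, because this test widens its error by the correlation within a set. From week 3 to week 6, 1 stromal hallmark fell. The mean statistic of the set, in place of the NES, was then -0.874 for EMT at week 1, 1.72 at week 3 and 1.83 for its change, -0.132 for androgen response at week 1 (reversed), -0.540 at week 3 and -1.34 at week 6, and 1.47 for angiogenesis at week 3, and none of these passed. Under camera with a preset correlation, androgen response gave the same values with no pass, 0 immunology, 0 mitosis and 0 stromal hallmarks were higher at week 6, and lists that did not pass with the estimated correlation passed: T-cell receptor genes with medians of 0.422 at week 1, 0.334 at week 3 and -0.411 for the change, anti-inflammatory macrophage genes with 0.714, 0.866 and -0.728, antigen presentation genes with 0.372, 0.339 and -0.283, and pro-inflammatory macrophage genes with 0.255 at week 3, 0.546 at week 6 and 0.421 for the change. Fry called the same lists except the change of antigen presentation genes. Under fry, EMT no longer passed at week 1 (-0.743) and reversed at week 6 (0.229), androgen response reversed at week 1 (-0.00788), 1, 4 and 1 immunology hallmarks were higher at weeks 1, 3 and 6, 0 fell from week 1 to week 6, 1 mitosis hallmark was higher at week 1 and 0 at week 6, and 3 stromal hallmarks each were lower at week 1, higher at week 3 and rose in between.

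With quantile normalization, androgen response reversed at week 1 (-0.721), 1 mitosis hallmark was lower at week 1, and 0 immunology, 0 mitosis and 0 stromal hallmarks were higher at week 6. With cyclic loess normalization, the medians of T-cell receptor genes (-0.0286) and antigen presentation genes (-0.0188) at week 6 reversed, and 1 immunology, 0 mitosis and 0 stromal hallmarks were higher at that time. With a mean count of at least 10, 0 stromal hallmarks were higher at week 6. Ranked by the authors' statistic, EMT reversed at week 6 (1.22) and 3 mitosis hallmarks were higher at that time. With the adipocyte covariate, androgen response reversed at week 1 (-0.725), 3 mitosis hallmarks were higher and 1 lower at week 1, 3 stromal hallmarks were lower at week 1 and 3 higher at week 3, 5 rose in between, and at week 6, 1 immunology hallmark was higher, 0 mitosis hallmarks higher and 1 stromal hallmark lower. Robust rescaling left the 3 counts of genes within 1.5 times (4124, 7475 and 9777), but moved the share that was higher in 4T1 tumors at week 3 from 39.1% to 56.9%. Scores without z-scores kept the direction and the call of the 4 results they were tried on.

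With 1 tumor library left out at a time, the number of genes called ran from 1634 to 5581 at week 1, from 3694 to 7842 at week 3 and from 7493 to 8172 at week 6. EMT ran from -1.24 to 1.12 at week 6 (positive without Py230 replicate 2), angiogenesis from 1.56 to 2.03 at week 3 (not passing without Py230 replicate 1) and from -1.12 to 0.712 at week 6 (positive without 4T1 replicate 2), and androgen response from -1.52 to -1.36 at week 3 (not passing without 4T1 replicate 2 or 3 or Py230 replicate 2). The list medians at week 6 ran from -0.0605 to 0.0201 for T-cell receptor genes, from -0.0568 to 0.105 for antigen presentation genes and from -0.0580 to 0.102 for anti-inflammatory macrophage genes. Immunology hallmarks higher in 4T1 tumors numbered from 4 to 9 at week 1 and from 1 to 2 at week 6, and those that fell from week 1 to week 6 from 0 to 5. Mitosis hallmarks higher at week 6 numbered from 0 to 3 and lower at week 1 from 0 to 1, and stromal hallmarks from 2 to 8 (higher at week 3), from 0 to 1 (higher at week 6) and from 3 to 5 (lower at week 1). The immunology score difference between 4T1 and Py230 tumors ran from 0.235 to 0.495 over the 3 fits that each left out the libraries of 1 replicate number, and it did not pass without replicate 1. Among single genes, 15 of 318 such fits lost a call and 1 gained one.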

Differences from the paper's values

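The settings without single libraries, the other set tests, the other ranking, the nominal p-value, the replicate block, only the compared libraries and Matrigel subtracted were set before the data were examined, and no test here was chosen only after the result was seen, apart from the normalizations, the mean count filter, the ranking by the authors' statistic and the adipocyte covariate, which were chosen after seeing the values.

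For immunology hallmarks past the significance line and higher in 4T1 tumors at week 6, the paper's count is about 1 (Fig. 9, read by eye), and it was 2 here. Of the alternatives set before the data were examined, fry and the fits without Py230 replicate 1 or without Py230 replicate 2 gave 1. The gap stayed open with the other libraries left out and the replicate block (2 each), with Matrigel subtracted and a nominal p-value (3 each), with only the compared libraries and the ranking by log2 fold change (6 each), and with both camera tests (0 each). Cyclic loess normalization and the adipocyte covariate, chosen after seeing the values, also gave 1.

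For mitosis hallmarks higher in 4T1 tumors at week 6, the paper's count is about 0 (Fig. 9, read by eye), and it was 1 here, with 2 at an unadjusted p-value under 0.05. Only the compared libraries, the replicate block, both camera tests, fry, the ranking by log2 fold change and the fits without 4T1 replicate 2, 4T1 replicate 3 or Py230 replicate 3 gave 0. Matrigel subtracted and a nominal p-value (2 each) and the fits without the other libraries (3 each) did not close the gap. Quantile and cyclic loess normalization and the adipocyte covariate, chosen after seeing the values, gave 0 as well.

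For stromal hallmarks lower in 4T1 tumors at week 1, the paper's count is about 8 (Fig. 9, read by eye), and it was 5 here. With only the compared libraries (6), Matrigel subtracted (7) and the ranking by log2 fold change (7) the counts were within 1.5 times of each other, and no setting reached 8. The replicate block, a nominal p-value and camera with a preset correlation (5 each), fry (3), camera with an estimated correlation (0) and the fits that each left out 1 library (from 3 to 5) did not close the gap.

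The paper states that the immunology hallmarks were higher in 4T1 tumors at each time point and past the significance line at the early ones alone. Here 7 of the 9 had a positive NES at all time points, the NES of IFN-α response was -0.857 at week 3 and that of IFN-γ response -0.812 at week 6, neither past the threshold, and complement and IL2-STAT5 signaling passed at week 6. With Matrigel subtracted, 9 of the 9 were positive at all time points, and with both camera tests, or with quantile normalization, chosen after seeing the values, 0 passed at week 6 (3 with an unadjusted p-value under 0.05 in the ranking by limma's moderated statistic). IFN-α response was positive at week 3 with the ranking by the authors' statistic (0.907) and the adipocyte covariate (0.970), both chosen after seeing the values. Figure 9 shows IFN-α response past the line at week 1, where it did not pass here. With Matrigel subtracted, with the ranking by log2 fold change and without Py230 replicate 3, 9 of the 9 passed at that time. The paper states a decrease over time for all immunology hallmarks. From week 1 to week 6 the NES of the change was positive for 4 of the 9, from 0.927 to 1.25, and not past the threshold.

 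Figure 9 shows all mitosis hallmarks past the line as higher in 4T1 tumors at week 1. Mitotic spindle had a NES of -1.25 here and spermatogenesis 0.994, neither past the threshold, and 6 of the 7 passed with the ranking by log2 fold change. At week 3 the figure shows spermatogenesis as higher in 4T1 tumors, where its NES was -1.44 and past the threshold. The figure shows EMT short of the line at week 1, where its NES of -1.82 passed, and it did not pass with Matrigel subtracted (-0.839), fry (-0.743) or camera with an estimated correlation (-0.874). Coagulation and xenobiotic metabolism are lower in 4T1 tumors at week 1 in the figure and had a NES of 0.929 and 0.936 here. Angiogenesis is higher in the figure at weeks 1 and 6, against -1.45 and -0.891 here, and it was positive at week 1 with the ranking by log2 fold change (1.16) and at week 6 with that ranking (1.12), Matrigel subtracted (0.868) and without 4T1 replicate 2 (0.712). UV response dn is close to 0 at week 6 in the figure, where it passed as higher (1.42), and myogenesis is lower and past the line at that time, where it had a NES of -1.03. Androgen response is slightly lower in 4T1 tumors at week 1 in the figure and had a NES of 0.719 here, and it was negative with Matrigel subtracted (-1.16), the ranking by log2 fold change (-0.997), both camera tests (-0.132) and fry (-0.00788), and with quantile normalization (-0.721) and the adipocyte covariate (-0.725), both chosen after seeing the values.

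The paper states that anti-inflammatory cytokines and their receptors were lower in 4T1 tumors at week 6. Of the 5 taken here, 3 were higher and 2 lower, with a median of 0.0315, and 0 passed over all genes, where 1 had an unadjusted p-value under 0.05. With only the compared libraries, Il10 passed as lower (-0.183) and Il4 as higher (0.164).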

Other observations

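The test of lymph node tissue and the splits of tumors against Matrigel glands were chosen only after the result was seen.

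At each time point the 6 tumor libraries form 10 splits, and 1 of the 10 splits, the real one, gave as many genes at weeks 1, 3 and 6, which is the smallest number possible. The other splits gave at most 7 genes at week 1 and 1 at week 6, but at week 3 the split of 4T1 replicate 1 with Py230 replicates 1 and 2 against the other libraries gave 5420, against 6569 for the real one and at most 13 for the rest. The libraries of week 3 thus differ by something beside the tumor model. The mean score of the adipocyte markers was 0.710, 0.307 and 1.72 in the former 3 libraries and 1.99, 2.09 and 2.22 in the others, and the mitosis score 0.112, 0.874 and 0.431 against -0.0573, -0.320 and -0.420. A different share of fatty gland tissue is a candidate explanation of this split, noticed after the result was seen and not tested, and neither the labels nor the paper name a batch that parts the libraries in this way. For the mean size of the list medians, 1 of the 10 splits was as large at each time, the real one, with 0.421, 0.449 and 0.120. For the number of hallmarks past the threshold, 4, 2 and 9 of the 10 splits were as large as the real ones with 17, 22 and 8, so the number of hallmarks alone does not set the models apart. For the changes of list medians from week 1 to week 6, 8 of 100 splits were as large for T-cell receptor genes, 18 for antigen presentation genes, 12 for pro-inflammatory macrophage genes and 5 for anti-inflammatory macrophage genes. Of these, 2, 9, 0 and 2 mixed the models at both time points, and the others, the real one among them, kept the models apart at one time point or both, a breakdown made after the counts were seen.

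Against the Matrigel glands of the same strain, 3601 genes differed in 4T1 tumors at week 1 (2146 higher), 704 at week 3 (455) and 13015 at week 6 (8360), and in Py230 tumors 2, 4267 (2773 higher) and 10296 (6238). Both genes of Py230 tumors at week 1, Igkv3-3 (-0.51) and Hmgb1-ps8 (-0.25), were lower, were named after their values were seen, and stand beside 1547 genes at an unadjusted p-value under 0.05. Of the 10 splits, 1 gave as many genes in 4T1 tumors at each time and in Py230 tumors at weeks 3 and 6, and 2 did in Py230 tumors at week 1. No explanation of these counts was tested.

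Over the 18 tumor libraries, 6 relations between scores and marker lists were computed, each with permutation tests and adjusted over the 6. The mitosis score fell with the adipocyte markers, with r = -0.929 (permutation p = 1e-05, adjusted 3e-05), rho = -0.917 (p = 1e-05), r = -0.916 without the 2 extreme libraries and r = -0.848 within groups (p = 0.0052, adjusted 0.0156). The stromal score without the shared markers rose with them, with r = 0.857 (permutation p = 2e-05, adjusted 3e-05), rho = 0.917 (p = 1e-05), 0.832 without 2 libraries and 0.844 within groups (p = 0.0102, adjusted 0.0204). For EMT, r was 0.0724 (permutation p = 0.781, adjusted 0.781), rho -0.0237 (p = 0.927), 0.118 without 2 libraries and 0.186 within groups (p = 0.643, adjusted 0.643). For immunology, r was -0.352 (permutation p = 0.152, adjusted 0.182), rho -0.424 (p = 0.0798), -0.248 without 2 libraries and -0.529 within groups (p = 0.0924, adjusted 0.111). The value 1e-05 is the smallest p-value that these permutations can give.

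A candidate explanation for the differences of the myogenesis hallmark is skeletal muscle in the dissected tissue. Without the 11 of 12 muscle markers that the hallmark holds, its score followed the markers with r = 0.893 (permutation p = 2e-05, adjusted 3e-05), rho = 0.946 (p = 1e-05), 0.869 without the 2 extreme libraries and 0.878 within groups (p = 1e-04, the smallest these permutations can give, adjusted 6e-04). Of the 2 most abundant markers, Myh4 had mean scores of 1.18, 2.36 and -0.133 in 4T1 tumors at weeks 1, 3 and 6 and 2.11, 1.16 and 0.947 in Py230 tumors, and Acta1 had 1.32, 2.26 and 0.389 against 2.11, 1.20 and 1.22. A difference between the tumor models was not excluded.

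For the higher antigen presentation genes at week 1, strain variants of H2 genes against the reference were tested. The 13 genes outside H2 had a median difference of 0.291, 6 of them higher when adjusted over the list alone, beside 0.43 and 10 of the 11 H2 genes, which argues against variants as the whole cause. For the higher pro-inflammatory macrophage genes at week 6, neutrophils in the tumors are a candidate source. The list, which shares 0 genes with the neutrophil markers, followed them with r = 0.943 (permutation p = 1e-05, adjusted 3e-05), rho = 0.862 (p = 2e-05), 0.901 without the 2 extreme libraries and 0.762 within groups (p = 0.031, adjusted 0.0465). At that time S100a8 had a mean score of 0.965 in 4T1 and -0.126 in Py230 tumors, and S100a9 1.15 and -0.296. Of the 10 neutrophil markers, 9 were called higher in 4T1 tumors at that time and 1 lower. The lower one was Ltf, the most abundant of the markers, with 0.585 in 4T1 and 1.47 in Py230 tumors. Ltf scored 2.73 in BALB/c and 2.36 in C57BL/6 Matrigel glands at week 6. In the same glands Ly6g scored -2.24 and -2.26 and S100a9 -1.16 and -1.15. Ltf thus did not follow these markers, and its lower score does not weigh against neutrophils. A relation between scores does not show which cells express the genes, so neutrophils stay a hypothesis. For the higher T-cell receptor genes at week 1, lymph node tissue was tested by B cell genes, of which the list holds 0. Their median difference of 0.0812, with mean scores in 4T1 and Py230 tumors of -0.583 and -0.620 for Cd79a and -0.475 and -0.540 for Cd79b, argues against it as the whole cause, although Fcrla, another of the more abundant ones, was higher in 4T1 tumors (-0.406 against -0.799). The RNA values alone leave a different number of T cells open. At week 1 Cd3e was higher in 4T1 tumors by 0.653 (adjusted p = 0.00804), while Cd4 (0.310, adjusted p = 0.153) and Cd8a (0.237, adjusted p = 0.453) did not pass. By flow cytometry the paper reports a higher percentage of CD3ε-positive cells in 4T1 tumors at weeks 1 and 3. It also reports more CD3ε, CD8a and CD4 staining at these times, so its other assays speak for more T cells.

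The median differences of the marker lists at weeks 1, 3 and 6 were -0.487, 0.368 and -0.576 for adipocytes, -0.673, 0.870 and -0.719 for skeletal muscle, -0.534, 0.330 and 0.150 for erythroid cells, and -0.115, 0.116 and 0.453 for keratinocytes. They were 0.404, -0.000627 and -0.576 for lactating epithelium, -0.0472, -0.257 and -0.0477 for luminal tumor epithelium, 0.434, -0.501 and 0.0724 for proliferation, 0.304, 0.323 and 0.862 for neutrophils, and 0.215 and -0.0392 for B cells at weeks 3 and 6. The genes that differ between the strains or the sexes had medians of 0.116, 0.318 and 0.227, and the 17 legible labels of Figure 11C 0.322 and 0.321 at weeks 1 and 3. The 31 genes of proteins that the paper measured by other assays had medians of 0.236, 0.256 and 0.0480, with 8, 8 and 7 called higher and 1, 2 and 5 lower. The lower ones, named after their values were seen, were Vegfa at week 1 (-0.354) and Car9 (-0.975) and Lcn2 (-0.689) at week 3. At week 6 they were Krt5 (-1.36), Lcn2 (-0.756), Chil1 (-0.708), Cd4 (-0.397) and Tnf (-0.395). The paper reports higher LCN2 protein at weeks 1 and 3 and more CAIX (Car9) staining in 4T1 tumors. The medians thus do not speak for each protein. At week 6, 4T1 replicate 3 had a mean keratinocyte score of 0.184. The other 4T1 tumors had -0.941 and -1.25, below the Py230 tumors (-0.896 to -0.801), so the positive keratinocyte median stood on 1 library. No explanation of the medians of these lists was tested apart from those above.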
